# Genomewide identification of pheromone-targeted transcription in fission yeast

**DOI:** 10.1186/1471-2164-7-303

**Published:** 2006-11-30

**Authors:** Yongtao Xue-Franzén, Søren Kjærulff, Christian Holmberg, Anthony Wright, Olaf Nielsen

## Abstract

**Background:**

Fission yeast cells undergo sexual differentiation in response to nitrogen starvation. In this process haploid M and P cells first mate to form diploid zygotes, which then enter meiosis and sporulate. Prior to mating, M and P cells communicate with diffusible mating pheromones that activate a signal transduction pathway in the opposite cell type. The pheromone signalling orchestrates mating and is also required for entry into meiosis.

**Results:**

Here we use DNA microarrays to identify genes that are induced by M-factor in P cells and by P-factor in M-cells. The use of a *cyr1 *genetic background allowed us to study pheromone signalling independently of nitrogen starvation. We identified a total of 163 genes that were consistently induced more than two-fold by pheromone stimulation. Gene disruption experiments demonstrated the involvement of newly discovered pheromone-induced genes in the differentiation process. We have mapped Gene Ontology (GO) categories specifically associated with pheromone induction. A direct comparison of the M- and P-factor induced expression pattern allowed us to identify cell-type specific transcripts, including three new M-specific genes and one new P-specific gene.

**Conclusion:**

We found that the pheromone response was very similar in M and P cells. Surprisingly, pheromone control extended to genes fulfilling their function well beyond the point of entry into meiosis, including numerous genes required for meiotic recombination. Our results suggest that the Ste11 transcription factor is responsible for the majority of pheromone-induced transcription. Finally, most cell-type specific genes now appear to be identified in fission yeast.

## Background

The fission yeast *Schizosaccharomyces pombe *provides an attractive model system for studying cellular differentiation processes in response to environmental cues. It is a unicellular, haploid organism with a conventionally organized cell cycle [1], and it is easily subjected to genetic analysis [2]. Furthermore, since its entire genome sequence is known [3], genome-wide analysis tools can be readily applied.

In response to nitrogen starvation fission yeast cells undergo sexual differentiation. In this process haploid P and M cells first mate to form dipoid zygotes [4], which then undergo meiosis and sporulation [5]. Nitrogen starvation leads to the establishment of a pheromone signalling system by which M and P cells communicate with each other (see Figure 1A), causing growth arrest in the G_1 _phase of the cell cycle. Pairs of G_1 _arrested M- and P- cells subsequently agglutinate, mate, and undergo karyogamy, after which the resulting diploid zygotes enter meiosis and finally sporulate.

The HMG-box transcription factor Ste11 is a master regulator of the sexual differentiation programme [6]. Upon starvation, Ste11 activates numerous genes required for mating and meiosis, including the *mat *genes specifying cellular mating type, many genes encoding components of the pheromone communication system, and *mei2 *that encodes the ultimate activator of meiosis. Ste11 binds to one or several Ste11-sites (AACAAAGAAA) present in the promoter regions of the genes it directly controls.

The two pheromones are small, secreted peptides that bind to and activate cell-type specific 7TM receptors on the cell surface (Mam2 in M cells and Map3 in P cells), thereby activating the receptor-coupled G-protein, Gpa1. This stimulates a MAP kinase cascade, consisting of Byr2 (a MAP3K), Byr1 (a MAP2K) and Spk1 (a MAPK). The pheromone response, which is shared by the two cell types, activates genes required at various steps throughout the differentiation process, with entry into meiosis being the most downstream event reported to rely on the signal [7].

Several lines of evidence suggest that Ste11 is also the transcription factor activated by pheromone signalling. Pheromone-controlled genes often have Ste11-boxes in their promoter regions, and hyper-activation of the MAP2K Byr2 causes constitutive activation of Ste11 [8]. Spk1 can in fact directly phosphorylate Ste11 on threonines 305 and 317 *in vitro*, and mutational analysis of these residues *in vivo *is consistent with a direct activation mechanism [8]. However, since Ste11 is absolutely required for the expression of many components in the response pathway, it is difficult to evaluate whether pheromone signalling can stimulate transcription in the absence of Ste11.

The analysis of pheromone-controlled transcription is further complicated by the nutritional control over the differentiation pathway. In order to make them respond to mating pheromones, it is necessary to starve cells for nitrogen, which in itself causes dramatic changes in the expression of many genes [9,28]. Furthermore, the transcriptional responses to nitrogen starvation and pheromone stimulation are partially overlapping, and Ste11-controlled genes appear to be induced to varying degrees by both these environmental cues (Figure 1B). Some genes, such as *ste6 *[10] are already strongly induced by nitrogen starvation and become further enhanced by pheromone (Figure 1B, panel 1). Expression of other genes like *fus1 *[11] has an absolute requirement for both nitrogen starvation and pheromone signalling (Figure 1B, panel 2). Genetic analysis has shown that *byr2*, *byr1 *and *ste11 *are required for induction of pheromone controlled genes by nitrogen starvation [12], suggesting that this signal is also conveyed by the pheromone-responding MAPK pathway.

An additional layer of regulation is conferred by cellular mating type. Whilst most pheromone-controlled genes appear to be equally expressed in the two cell types, a small subset is either M-specific (Figure 1B, panel 3) or P-specific (Figure 1B, panel 4). These genes are involved in synthesis and processing of the cell-type specific extracellular components of the pheromone-communication system, i.e. the pheromones and receptors. Their expression is controlled by the allele present at the *mat1 *locus of the cell [13]. In M cells the *mat1-Mc *gene causes activation of M-specific genes, while the *mat1-Pc *gene activates P-specific genes in P cells. Mat1-Mc is an HMG-box protein that appears to recruit Ste11 to a weaker version of its binding site (AACAAAGA) present in the promoter region of M-specific genes [14]. The mechanism by which Mat1-Pc activates the P-specific genes is less clear. Genetic analysis suggests that it cooperates with the Map1 protein, a putative transcription factor of the MADS-box family [15,16].

In the present study we use genomic microarrays to identify pheromone-induced genes in fission yeast. In order to discriminate pheromone-induction from the effect of nitrogen starvation, we utilize the fact that *cyr1 *strains defective in cAMP production are derepressed for mating activities, and hence respond to pheromone without being starved [17]. We have identified classes of genes induced by M-factor in P cells and genes induced by P-factor in M-cells. As expected, these two groups of genes were highly overlapping. Moreover, a direct comparison of M and P cells allowed us to identify several new genes that are either M- or P-specific. Our results support the notion that Ste11 is the major transcription factor bringing about pheromone-stimulated transcription.

## Results

### Identification of genes induced by M- and P-factor

In order to characterize the changes in transcription profiles caused by mating pheromone stimulation, we performed two different experiments; one where we added M-factor to *h*^+^*cyr1 *cells, and a second adding P-factor to *h*^-^*cyr1 sxa2 *cells. The *cyr1 *mutation was included in both strains in order to enable pheromone stimulation without first subjecting the cells to nitrogen starvation [18]. Furthermore, the *h*^- ^strain was inactivated in the *sxa2 *gene, which encodes a very potent P-factor degrading protease [19].

We took samples for RNA preparation after 2, 4 and 6 hours from both cultures. 

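The time courses were measured on 6 2-channel arrays, 1 for each of 2, 4 and 6 h in each culture. P cells (h+ cyr1) received M-factor and M cells (h- cyr1 sxa2) received P-factor, both at 1 μg/ml. Each treated RNA was hybridised against the 0 h RNA of its own culture, so the time courses share no reference. Loss of cyr1, the adenylate cyclase gene, lets cells respond to pheromone while nitrogen is present; the gene is disrupted in both strains, and its own ratios are not interpreted. The arrays carried PCR products, mostly 2 spots per gene, which as double-stranded DNA do not tell a transcript from one of the opposite strand. The authors deposited lowess-normalised log ratios of treated over untreated RNA without spot intensities, so signal over background is unknown here and the number of arrays limits the precision. The M-factor arrays of 2 and 4 h were found to be in log2 and the other time course arrays in natural log. With these bases the mean fold changes of the paper's Additional file 1 were met within 2% (or the rounding of the list) for 152 of 155 genes with M-factor and for 121 of 155 with P-factor, against at most 13 under any other combination of bases. All values were converted to log2 and averaged over the spots of a gene, which gave 4752 named genes, of which 4616 had a value on all 3 M-factor arrays, 4100 on all 3 P-factor arrays and 4094 on all 6. Duplicate spots of a gene differed by a median SD between 0.19 (P-factor 6 h) and 0.34 (M-factor 4 h) on the log2 scale. Some genes with large ratios differed far more between their spots, such as sxa2 and mam3. At the low end 72 spots of the P-factor 4 h array and 2 of the M-factor 6 h array sat at a floor, a ratio of 0.01. Means over the time points were tested against 0 with limma on the 4094 genes. The 3 time points stood in for replicates, so the p-values take in any change over time and leave out the spread of the 0 h reference. The treated RNA was in the Cy5 channel on the M-factor 2 h array and in the Cy3 channel on the others, so a dye effect cannot be told apart from the 2 h time point there. On the others a dye bias of a gene cannot be told apart from its response. Such a bias would be shared by these arrays of both courses, so it could add to the correlation of the means. On the M-factor 2 h array it would have the opposite sign, so alone it could not take a gene past 2-fold at all 3 M-factor times. Across genes that array correlated with the P-factor 2, 4 and 6 h arrays at 0.66, 0.63 and 0.62. The M-factor 4 h array gave 0.52, 0.60 and 0.615, and the 6 h array 0.56, 0.66 and 0.73.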

Total RNA from each time point was hybridised to genomic arrays using the 0 hour time point from the same mating type as a reference. The complete data set is available from the Gene Expression Omnibus database (see Materials and Methods). Analysis of the data showed that pheromone treatment caused dramatic induction of a relatively large number of genes. 

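Besides dni2, the transcript of bdf1, which encodes a bromodomain protein, rose most with M-factor among the genes analysed here, by a mean log2 ratio of 6.38 (standard error 0.61, n = 3 time points, adjusted p = 9.09e-05 from limma). With P-factor it rose by 7.89 (adjusted p = 7.21e-05), behind sxa2 with 8.00. The agl1 gene, which has a large rise with M-factor in the paper's Table 1, had no spot of its own here and was not ranked. The fis1 transcript rose by a mean of 4.90 (standard error 0.46) and 4.65, and that of dni1 by 4.09 (standard error 0.41) and 4.52. With P-factor sti1, the gene of an Hsp90 co-chaperone, rose by 4.17 (standard error 0.39). Among the transcripts that fell, acs1, for acetyl-CoA synthetase, had a mean of -3.01 with M-factor (standard error 0.38), and wwm2 of -2.90 with P-factor (standard error 0.17). Of the 4094 genes tested, limma called 1933 with M-factor (985 up and 948 down) and 1491 with P-factor (741 up and 750 down) at an adjusted p of at most 0.05. The P-factor count was 547 without the 4 h array and 720 without the 6 h array. When the test asked for a change of more than 1.5-fold, 421 and 208 genes passed. All 3 arrays of a course share the 0 h RNA of its culture, so an error in that RNA would repeat in each ratio. The limma calls cannot tell such an error from a response to pheromone, so the counts are not counts of genes shown to respond. The same limit holds for the genes said below to rise or fall by this test. Other tests, some of which called far fewer genes, are given in the closing section.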

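The gut2 transcript, which encodes a glycerol-3-phosphate dehydrogenase, stood at log2 ratios of 2.27, 2.09 and 1.89 after 2, 4 and 6 h of M-factor and at 2.03, 2.20 and 2.00 after P-factor. That of mik1, a kinase that inhibits Cdc2, gave 2.60, 2.31 and 2.51 with M-factor and 1.96, 2.40 and 2.22 with P-factor. The transcript of hmg1, for HMG-CoA reductase, stood at 1.19, 6.16 and 8.25 after M-factor and -0.12, 2.50 and 2.77 after P-factor. Single arrays that compared M with P cells directly did not show this difference for hmg1. Its log2 ratio of M over P cells was 0.22 untreated and 0.22 after 6 h of pheromone (read as natural log). Of 383 genes with a value at all 3 times that were at least 2-fold up at 6 h of M-factor, 241 (62.9%, exact 95% interval 57.9 to 67.8 over genes) were at least 2-fold up at 2 h. With P-factor, counted the same way, it was 145 of 238 (60.9%, 54.4 to 67.2). The median log2 ratios of these genes at 2, 4 and 6 h were 1.23, 1.34 and 1.49 with M-factor and 1.17, 1.54 and 1.40 with P-factor. The genes were selected on the 6 h array alone, so only the 0 h reference is shared with the 2 h array, and each time point had no replicate.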

K-means cluster analysis of these genes revealed that most genes were already induced after 2 hours of pheromone stimulation, and that their expression remained high for the duration of the experiment (data not shown), suggesting that pheromone induction occurred rapidly. For each pheromone, we therefore identified genes that were consistently induced more than twofold at all three time-points after pheromone addition. 

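In P cells treated with M-factor, 196 of the 4616 genes measured were at least 2-fold up at 2, 4 and 6 h, and in M cells treated with P-factor 133 of 4100 were; 244 genes passed with either pheromone. The list of both held rlc1, the myosin regulatory light chain gene, with a mean log2 ratio of 1.84 with M-factor and 1.57 with P-factor (standard error 0.15, adjusted p = 3.89e-05 and 0.000142 from limma). The M-factor list held frp1, for a ferric-chelate reductase, with 3.11 against 1.19 with P-factor (standard error 0.30), and the small heat shock gene hsp16, with 2.46 against 0.89 (standard error 0.23); for both the difference between the pheromones passed the test (adjusted p = 0.0373 and 0.0316 from limma). Of the genes in Additional file 1 that were matched here, all 114 listed for M-factor and 86 of the 88 listed for P-factor passed. The study chose these genes on the same arrays, and the log bases were found from their fold changes, so this is not independent evidence. The number of genes moved with the threshold and with the rule on spots. At 3-fold it was 82 with M-factor and 61 with P-factor, at 1.5-fold 494 and 333, with a geometric mean of at least 2 in place of each time point 345 and 214, and with every spot of a gene past 2-fold the M-factor count was 121.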

Using these criteria, we identified 120 M-factor induced genes and 93 P-factor induced genes [see Additional file 1]. 

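The 0 h RNA of M cells was hybridised against that of P cells on 1 array. Of the 244 genes induced by either pheromone, 237 (97.1%) differed by less than 2-fold there and 225 (92.2%) by less than 1.5-fold. Transcripts more abundant in untreated M cells were those of mam1, the M-factor transporter, with a log2 ratio of M over P cells of 2.15, mam2, the P-factor receptor, with 1.65, SPAC22A12.17c with 1.41, the α-glucan synthase gene mok13 with 1.15 and SPAC513.04 with 1.01. More abundant in untreated P cells were map2, the P-factor gene, with -2.94, and csr103 with -1.03. Over all genes 4712 of 4752 (99.2%) differed by less than 2-fold, with 33 higher in M cells and 7 higher in P cells. Duplicate spots on this array differed by a median SD of 0.07; with a single array there was no replicate check.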

A direct comparison revealed that most pheromone-induced genes were expressed at similar levels in untreated *h*^+ ^and *h*^- ^cells [see Additional file 1].

Comparison of the sets of M-factor and P-factor induced gene lists showed that they were highly overlapping, containing many genes in common. This is consistent with the fact that the pheromone response pathway is common to both mating types, and most of the proteins required in the differentiation pathway perform similar functions in the two cell types. 

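The 2-fold rule was met with both pheromones by 85 genes, among them SPBC354.04, with mean log2 ratios of 2.80 with M-factor and 4.54 with P-factor (standard error 0.34), and the protease gene psp3, with 1.37 and 1.36 (standard error 0.15). No gene was induced by one pheromone and repressed by the other. Among the 4094 genes measured on all 6 arrays, 184 were induced by M-factor and 132 by P-factor, and the 85 shared genes were 46.2% of the former and 64.4% of the latter. Independent lists of these sizes would share 5.93 genes (odds ratio 70.6, p = 2.54e-89, 2-sided Fisher's exact test over genes, which are not independent of one another). The paper sets this overlap beside the response pathway being common to both mating types and most proteins of differentiation acting alike in both.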

To analyse the similarity of the responses further we compared the M-factor and P-factor induced changes for both sets of induced genes. Figure 2 shows that the fold change values for M- and P- treatment are highly correlated for most genes. 

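The response of csr103 stood farthest from a common value among the genes outside Table 2, with a mean log2 ratio of 5.35 with M-factor and 1.29 with P-factor (standard error 0.20, difference -4.07, adjusted p = 0.000216 from limma). Its 2 spots stood at 7.83 and 3.13 after 4 h of M-factor. For rsm1 the means were 3.96 and 1.20 (standard error 0.45; difference -2.76, adjusted p = 0.0414), while on the arrays of M over P cells its ratio moved by only -0.25 between 0 and 6 h. SPBC146.02 rose with both, by 3.99 and 2.63 (standard error 0.22), and more with M-factor (difference -1.37, adjusted p = 0.0406). Across the 231 genes induced by either pheromone and measured on all 6 arrays, the mean log2 ratios with M-factor and P-factor gave Pearson's r = 0.454, and across all 4094 genes r = 0.732. Both are correlations across genes, which are not independent replicates, so no p-value is given.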

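Among genes on all 6 arrays, 99 met the 2-fold rule with M-factor alone, and 98 of these had a mean log2 ratio above 0 with P-factor (median 0.77, at least 2-fold for 26); the exception was put2, with -0.02. With P-factor alone 47 genes met it, and 46 had a mean above 0 with M-factor (median 1.02, at least 2-fold for 25). For cnp1, which encodes the centromeric histone H3 variant, the means were 2.25 with M-factor and 0.94 with P-factor (standard error 0.14), and this difference passed the test (adjusted p = 0.0169 from limma). The arrays of M over P cells did not show it, with cnp1 at -0.045 untreated and -0.026 after 6 h. The difference of cdt2, a ubiquitin ligase adaptor gene, with 1.55 and 0.74 (standard error 0.14), did not pass the test (adjusted p = 0.0538 from limma). The metalloprotease gene mde10 passed the rule with P-factor only but had means of 1.40 and 1.44 (standard error 0.21, adjusted p of the difference = 0.933). A difference between the pheromones was called for 31 of the 99 genes, 10 of the 47 and 6 of the 85 that met the rule with both; with the time point as a block these were 39, 10 and 8. Over all 4094 genes limma called 190 differences, 105 higher with P-factor and 85 lower. This count rests on single arrays: it was 295 without M-factor 2 h, 47 without M-factor 4 h, and 19, 13 and 16 without P-factor 2, 4 and 6 h.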

Most of the minority of genes that are less well correlated still show a tendency to induction under both conditions.

### Pheromone-induced genes

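The transcript of fus1, a formin gene required for cell fusion, had a mean log2 ratio of 3.08 with M-factor and 3.51 with P-factor (standard error 0.21, n = 3 time points each, adjusted p = 2.04e-05 and 2.37e-05 from limma). For rep1, a transcription factor gene of premeiotic DNA synthesis, the means were 3.90 and 3.11 (standard error 0.43, adjusted p = 0.00017 and 0.00093), and for bqt1, which links telomeres to the spindle pole body, 1.81 and 1.52 (standard error 0.21, adjusted p = 0.000258 and 0.00105). Of the 40 genes of the paper's Table 1 measured on all 6 arrays, 40 rose with M-factor and 38 with P-factor, and 40 and 39 when adjusted over the list alone; none fell. Camera gave adjusted p = 3.85e-22 and 2.55e-23 for the list, and adjusted p = 0.0892 and 0.0713 with an estimated correlation. The study chose these genes on the same arrays, so their direction is not independent evidence.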

The list identified by our array experiments contained genes such as *bqt1*, *fus1 *and *rep1 *previously demonstrated to be pheromone controlled, but also many new genes (see Table 1). To investigate the function of the pheromone induced genes further, we identified Gene Ontolology (GO) categories that were significantly associated with M-factor and P-factor induced genes (Figure 3).

As expected, genes involved in *conjugation *were enriched in both M-factor and P-factor induced genes. In addition, we found genes such as *spk1*,*ste4 *and *ste11 *encoding proteins directly involved in *response to pheromone*.

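Of 13 genes of mating and cell fusion, 9 rose with M-factor and 9 with P-factor, and none fell; the counts were 10 up and 1 down with M-factor and 9 up with P-factor when adjusted over the list alone. The prm1 transcript, for a membrane protein of cell fusion, rose to a mean log2 ratio of 2.22 with M-factor and 2.95 with P-factor (standard error 0.30, adjusted p = 0.000547 and 0.000237 from limma). That of tht1, a gene of nuclear fusion, rose to 2.16 and 3.15 (standard error 0.38). The myosin V gene myo51 rose to 1.41 and 0.75, whereas its paralogue myo52 gave -0.43 and 0.21 and did not pass the test. Against all other genes the list was shifted up, with an adjusted p from camera of 3.95e-05 for M-factor and 1.58e-06 for P-factor. With an estimated correlation camera gave adjusted p = 0.316 and 0.232. The study chose the members in its Table 1, fus1 and dni2 among them, on these arrays, so that part is not independent evidence.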

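The MAP kinase gene spk1 had a mean log2 ratio of 3.52 with M-factor and 2.48 with P-factor (standard error 0.23, adjusted p = 1.77e-05 and 0.000145 from limma). Ste11, the transcription factor of sexual differentiation, had 1.92 and 1.72 (standard error 0.17), and ste4, an adaptor of the MAP kinase cascade, 1.44 and 1.37 (standard error 0.18). The arrestin-related ste7 rose by 2.98 and 2.14 (standard error 0.20), and gap1, which encodes the GTPase-activating protein of Ras1, by 1.49 and 1.59 (standard error 0.21). The gene of the receptor-coupled Gα subunit, gpa1, rose with M-factor (0.68, adjusted p = 0.0281) and gave 0.58 with P-factor (adjusted p = 0.0608); ste6, encoding the exchange factor of Ras1, gave 0.08 and -0.68, a fall with P-factor only. In all, 13 of 19 genes of pheromone signalling rose with M-factor and none fell, and 9 rose and 1 fell with P-factor. Adjusted over the list alone, 14 rose with M-factor, and 10 rose and 1 fell with P-factor. The camera test gave adjusted p = 6.04e-05 and 0.00714, and adjusted p = 0.316 and 0.486 with an estimated correlation. Members in Table 1, such as spk1 and ste11, were chosen by the study on these arrays and are not independent evidence.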

Other functions, specifically involved in the morphological alterations observed during mating, were also enriched among the pheromone-induced genes. These included *glucan catabolism*, *cytoskeleton-dependent intracellular transport*, and *microtubule-mediated nuclear migration *and *nucleus localization*. 

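The genes of dynein and nuclear movement rose with both pheromones in the greater part: 9 of 14 went up and 2 down with M-factor, and 8 went up and 2 down with P-factor. When adjusted over the list alone, 10 were up and 2 down, and 8 up and 3 down. Transcripts of num1, the cortical anchor of dynein, reached a mean log2 ratio of 3.36 with M-factor and 3.90 with P-factor (standard error 0.44, adjusted p = 0.000436 and 0.000352 from limma). Those of alp31, a tubulin cofactor gene, reached 2.19 and 2.50 (standard error 0.20), and those of kms1, which anchors the spindle pole body during nuclear movement, 1.06 and 1.19 (standard error 0.20). The dynein light chain gene dlc1 fell slightly, with -0.60 and -0.54 (standard error 0.16). Of the genes of glucan breakdown, for which no list was tested, bgl2 rose by 2.04 and 1.88 (standard error 0.26), whereas eng1 fell with M-factor, with -3.03 (standard error 0.72, adjusted p = 0.00773) against -1.87 with P-factor, as did agn2, with -1.31 (standard error 0.25, adjusted p = 0.00276) against -0.34. The α-mannosidase gene ams1 rose by 3.28 and 2.93 (standard error 0.33). Camera gave the dynein list adjusted p = 0.0011 with M-factor and 0.00417 with P-factor, and adjusted p = 0.316 and 0.363 with an estimated correlation. Its members in Table 1, dhc1 and dic1 among them, were chosen by the study on these arrays and are not independent evidence.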

Presumably, the induction by pheromone of a specific subset of genes involved in these processes redirects them to accommodate their specific behaviour during differentiation.

The *mat1-Pm *and *mat1-Mm *genes required for entry into meiosis are the most downstream functions so far reported to be pheromone controlled [7]. It was therefore of interest to find gene categories performing specific meiotic functions that lie further downstream (*regulation of meiotic transcription*, *meiosis I *and *meiotic chromosome segregation*) among the up-regulated genes. 

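Of 14 genes that regulate meiosis, 9 rose and 4 fell with M-factor, and 8 rose and 2 fell with P-factor; adjusted over the list alone, 9 rose and 4 fell, and 9 rose and 2 fell. The transcript of mei3, the inhibitor of the Pat1 kinase, rose by a mean log2 ratio of 1.44 with M-factor and 0.96 with P-factor (standard error 0.21, adjusted p = 0.000765 and 0.00846 from limma), and that of pat1 itself by 0.80 and 0.79 (standard error 0.15). The transcript of mmi1, whose product removes meiotic transcripts during growth, fell with both, with -0.63 and -0.66 (standard error 0.21), as did that of atf21, a transcription factor gene, with -1.43 and -1.11 (standard error 0.15). The list as a whole did not pass camera with M-factor (adjusted p = 0.0996) and passed with P-factor (adjusted p = 0.03), but not with an estimated correlation (adjusted p = 0.501 and 0.488). Its members in Table 1, such as rep1 and mei2, were chosen by the study on these arrays and are not independent evidence. Of 15 genes of spore formation, which act later, 3 rose and 3 fell with M-factor and 2 rose and 1 fell with P-factor, with the same counts when adjusted over the list alone (camera, adjusted p = 0.823 and 0.608; adjusted p = 0.863 and 0.777 with an estimated correlation).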

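The transcript of mei2, encoding an RNA-binding protein that starts meiosis, had a mean log2 ratio of 2.59 with M-factor (standard error 0.30, n = 3 time points, adjusted p = 0.000252 from limma) and stood at 1.28, 2.65 and 2.47 after 2, 4 and 6 h of P-factor (adjusted p of the mean = 0.00107). For mei4, a forkhead transcription factor gene of middle meiosis, the means were 2.58 and 1.49 (standard error 0.31, adjusted p = 0.000259 and 0.00589). SPAP14E8.02, listed as tos4 in the annotation used here, had means of 1.99 and 1.40 (standard error 0.19, adjusted p = 8.84e-05 and 0.000865). The difference between the pheromones did not pass the test for mei2, mei4 or tos4 (adjusted p = 0.515, 0.148 and 0.19 from limma).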

Genes in these categories include the meiotic master regulator *mei2 *and the meiotic forkhead transcription factor *mei4 *but our results also identify new potential regulators such as the putative forkhead transcription factor (*SPAP14E8.02*). Finally, a relatively large group of genes belonging to the categories *meiotic recombination *and *meiotic gene conversion *were found to be pheromone induced. These include *dmc1*, *eme1*, *rad25*, *rad32, rec10*, *rec12*, *rec25*, *rec27*, *rti1 *and *swi5*.

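Of 32 genes of meiotic recombination, 20 rose with M-factor and none fell, and 19 rose and 2 fell with P-factor. Adjusted over the list alone, 20 rose and 1 fell, and 21 rose and 3 fell. The strand exchange gene dmc1 rose by a mean log2 ratio of 3.18 with M-factor and 2.48 with P-factor (standard error 0.29, adjusted p = 7.89e-05 and 0.000438 from limma). Genes of the linear elements rose too, rec10 by 2.79 and 2.07 (standard error 0.32), rec25 by 3.00 and 3.17 (standard error 0.33) and rec27 by 1.42 and 2.87 (standard error 0.31), as did the meiotic checkpoint kinase gene mek1, by 2.96 and 2.40 (standard error 0.20). Increases were also seen for rti1, with 2.37 and 2.06, the nuclease gene eme1, with 2.03 and 1.23, mre11 (rad32 in the paper), with 1.59 and 0.97, rad25, with 1.47 and 1.09, and rec12, whose product cuts the DNA, with 1.03 and 1.64. For swi5 the means were 0.66 and 1.69 (standard error 0.14), and only here did the difference between the pheromones pass the test among the 32 genes (adjusted p = 0.0272 from limma). The genes that fell with P-factor were rec15, with -1.00, and rad52, with -0.58. Camera gave the list adjusted p = 2.32e-05 with M-factor and 2.24e-05 with P-factor, and adjusted p = 0.0892 and 0.0713 with an estimated correlation. The study chose the genes of its Table 1, dmc1 and swi5 among them, on the same arrays, so that part of the list is not independent evidence of its direction.

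**Figure D1:**
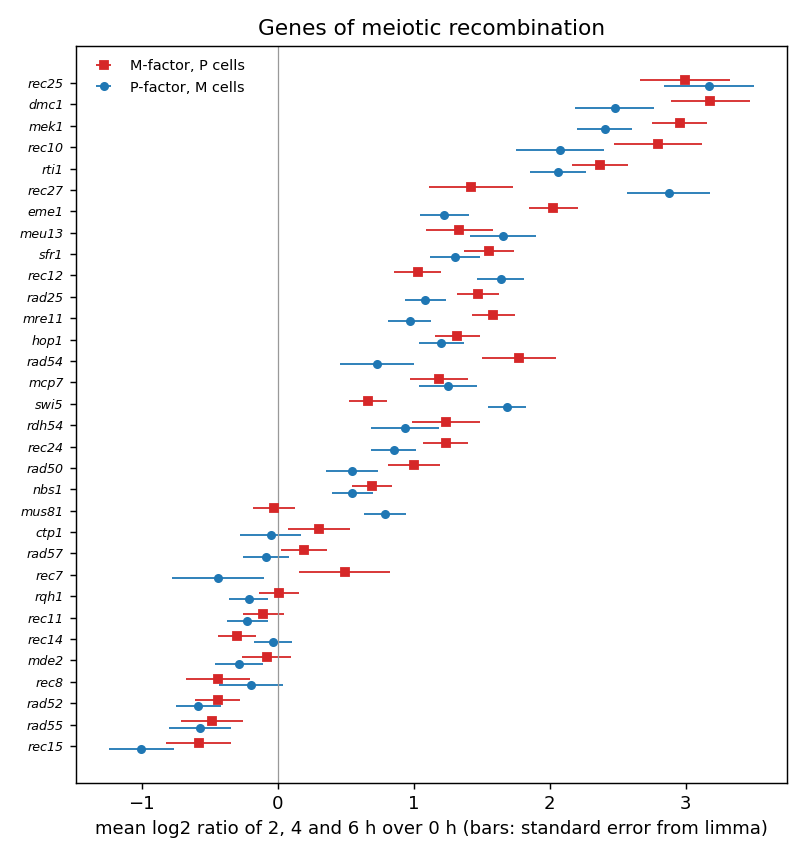
Mean log2 ratio of treated over 0 h RNA (x axis) for each of 32 genes of meiotic recombination (y axis), with M-factor in P cells (squares) and P-factor in M cells (circles); bars are standard errors from limma over 3 time points. Most genes lie to the right of 0 with both pheromones, from rec25 and dmc1 near 3 down to rec15, at -1.00 with P-factor.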

### Validation and functional characterization

To confirm that the newly identified genes were actually pheromone controlled, we performed real-time RCR analysis on several of them (Figure 4 and data not shown). In order to do this, we did the pheromone stimulation with *cyr1*^+ ^cells that were also starved for nitrogen. This allowed us not only to validate the results in a different genetic background, but also to evaluate the inducibility by nitrogen starvation of the pheromone-induced genes. 

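The transcript of SPBC4.01, now named dni2, was up at log2 ratios of 6.07, 6.29 and 7.19 after 2, 4 and 6 h of M-factor and of 5.03, 9.10 and 6.05 after P-factor. The means were 6.52 with M-factor (standard error 0.60, adjusted p = 8.23e-05 from limma) and 6.73 with P-factor (adjusted p = 0.000115). The difference between the pheromones did not pass the test (adjusted p = 0.892 from limma). Before pheromone the transcript was about equally abundant in M and P cells, with a log2 ratio of M over P cells of 0.18 on the untreated array.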

As an example, Figure 4A shows the analysis of the gene *SPBC4.01*, which was strongly induced by both pheromones in the array experiment. The real-time PCR data showed that this gene was already induced by nitrogen starvation, and confirmed that its expression was further elevated by pheromone addition in both mating types, leading to a more than 50 fold induction in total.

*SPBC4.01 *encodes a sequence orphan with no homologs in other organisms. In order to examine whether the gene was required for sexual differentiation, we disrupted the gene. As judged by iodine starvation, elimination of *SPBC4.01 *indeed caused a dramatic defect in the ability of cells to undergo sporulation (Figure 4B), as both the rate of entry into differentiation and the final level of sporulation were strongly reduced. Microscopic examination revealed that the disrupted strain was defective in both cell fusion and spore formation (Figure 4C). In contrast, loss *of SPBC4.01 *did not seem to affect mitotic cell growth severely (data not shown). In conclusion, the array data allowed us to identify novel pheromone-induced genes involved in sexual differentiation. Furthermore, the real-time PCR confirmed their regulation by pheromone, and demonstrated that such genes could also be induced by nitrogen starvation alone.

### Pheromone controlled genes have an elevated occurrence of putative Ste11 binding sites

As outlined above, several lines of evidence suggest that Ste11 is the transcription factor activated in response to pheromone signalling. We therefore asked whether the pheromone-controlled genes identified by our array study had Ste11 binding sites in their promoter regions. The number of putative Ste11 binding sites as well as the sequence and position of the best putative site are provided in Additional file 1. Figure 5 shows that Ste11 binding sites within 500 bp upstream of the ATG start codon are about four-fold more frequent in pheromone-regulated genes than in other genes. Ste11 sites are also found further upstream but their frequency gradually drops towards a background level of about 2%. This background level is also seen for the remaining genes in the genome that are not included in our pheromone-induced set. For these genes the background level is fairly constant showing only a slight increase in the -500 to -1 region. Thus the increase in the frequency of Ste11 sites in the pheromone-induced genes appears to be specific. We conclude that the frequency of Ste11 binding sites is highly enriched in the promoters of pheromone-regulated genes, consistent with the notion that Ste11 is the major transcriptional regulator involved in their induction.

### Identification of cell-type specific genes

As mentioned in the introduction, the M- and P-specific genes controlled by the *mat1 *locus are also induced by pheromone. We therefore sought to identify cell-type specific genes by looking for transcripts that were differentially induced by the two mating pheromones. We hybridised the two RNA preparations obtained after 6 hours of M-factor and P-factor stimulation to the same array, and selected transcripts that had a more than 2 fold difference in expression levels. 

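On this array the RNA of M cells after 6 h of P-factor was in the Cy3 channel and that of P cells after 6 h of M-factor in the Cy5 channel. A companion array compared the untreated cells in the same orientation, and all ratios are given as M over P cells. The direction follows the labels. For the untreated array the paper's Additional file 1 has ratios of the same size (4.4545 for mam1 and 0.1305 for map2, against 4.423 and 0.13 here) under a heading of P over M cells, which is the opposite direction; the labels were kept because they place mam1, M-specific in the paper, higher in M cells and map2, P-specific there, higher in P cells. The lowess-normalised log ratios were deposited by the authors. Those of the untreated array are natural logs (slope 0.999 against the natural log of the Additional file's ratios over 155 genes). The array of treated cells was taken as natural log as well, which is likely but not settled, since no table of the paper gives its ratios. All values were converted to log2 and averaged over spots; 4752 genes had a value on both arrays. The log2 ratios of single genes spread less here than in the time courses, with an SD over genes of 0.20 after 6 h and 0.25 untreated, against 0.91 and 0.72 for the M-factor and P-factor 6 h arrays. With 1 array for each comparison there was no replicate check, and no p-value is given.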

By these criteria we identified 8- M-specific and 4 P-specific genes (see below). 

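In the RNA taken after 6 h, 13 genes were at least 2-fold higher in M cells. The highest log2 ratios of M over P cells were those of mam2 with 3.05, the M cell agglutinin gene mam3 with 2.51, the protease gene sxa2 with 2.20 and mam1 with 2.09, followed by cbm1 with 1.79, mam4 with 1.67, wwm2 with 1.60 and the transporter genes isp4 and ght1 with 1.50 each. SPAC11H11.03c had 1.37, mok13 had 1.35, cwp1 had 1.15 and git3, for the glucose receptor, had 1.05. At least 2-fold higher in P cells were 8 genes, namely map3, the M-factor receptor, with -3.53, map2 with -3.12, csr103 with -3.07, SPAC1565.03 with -2.89, the alcohol dehydrogenase gene adh4 with -1.97, mug37 with -1.83, the retromer gene vps5 with -1.74 and SPBC25B2.08 with -1.14. These values rest on reading the array as natural log. Read as log2 it gave 9 genes higher in M cells and 7 in P cells, and read as log10 it gave 62 and 28. At 1.5-fold 33 and 16 genes passed, and at 3-fold 7 were higher in M cells. Of the genes of the paper's Table 2, all 7 measured M-specific genes were past 2-fold (median 2.09), as were 3 of the 4 P-specific genes. This is not independent evidence, since the study selected mam3, cwp1, SPAC11H11.03c and SPAC1565.03 on this array and natural log was taken in part because cwp1 and SPAC11H11.03c pass 2-fold so and not as log2. From genes past 2-fold on this array, the paper identifies M-specific and P-specific genes.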

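All 7 M-specific genes of the paper's Table 2 that were measured rose with P-factor and 3 of them also rose with M-factor, with the same counts when adjusted over the list alone; the difference between the pheromones passed the test for 6 of the 7, the exception being mam4. Camera gave this list adjusted p = 2.31e-08 with P-factor and 0.0877 with M-factor, and 5.53e-09 for the difference; with an estimated correlation the adjusted p = 0.0713, 0.43 and 0.237. Of the 4 P-specific genes measured, 3 rose with M-factor and 2 with P-factor, with the same counts when adjusted over the list alone, and for map2 and SPAC1565.03 the rise was larger with M-factor by the test of the difference. Camera gave adjusted p = 0.0191 with M-factor, 0.166 with P-factor and 0.0225 for the difference, and with an estimated correlation adjusted p = 0.383, 0.5 and 0.719. The study placed mam3, cwp1, SPAC11H11.03c and SPAC1565.03 in the table from the same RNA, so their direction is not independent evidence.

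**Figure D2:**
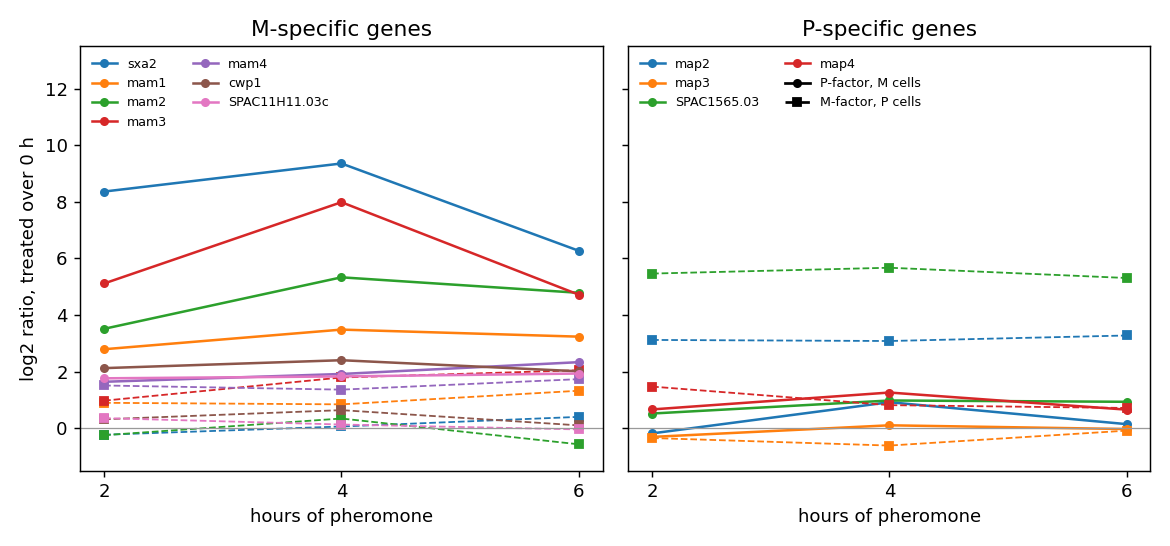
Log2 ratio of treated over 0 h RNA (y axis) against hours of pheromone (x axis) for genes of the paper's Table 2, each point 1 array; solid lines with circles are P-factor in M cells and broken lines with squares are M-factor in P cells. With P-factor, sxa2 runs between 6.27 and 9.36 in the left panel and, with M-factor, SPAC1565.03 stays between 5.31 and 5.67 in the right panel, where map3 lies near 0 throughout. Points are means over spots, and the spots of sxa2 lay far apart at 2 and 4 h of P-factor.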

We confirmed that these genes were selectively induced by either M-factor or P-factor in the array time course described above (data not shown). In Table 2 we have summarized current knowledge on functions and expression patterns of the cell-type specific genes in fission yeast.

### M-specific genes

The M-specific transcripts included 5 genes previously described to encode M-specific mating functions (*mat1-Mc*, *sxa2*, *mam1, mam2 *and *mam4*); the remaining known M-specific genes (*mfm1-*3 and *mat1-Mm*) are all very short and are not present on the arrays we used. 

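With P-factor, sxa2, encoding the protease that degrades P-factor, rose in M cells by a mean log2 ratio of 8.00 (standard error 0.45, n = 3 time points, adjusted p = 2.09e-05 from limma), against 0.08 with M-factor in P cells (adjusted p = 0.903). The gene was inactivated in these M cells, and where the probe lies relative to the allele is not given in the sources used here. The transcript of mam2 rose by 4.54 with P-factor (standard error 0.31) against -0.16 with M-factor, and that of mam1 by 3.17 (standard error 0.18) against 1.02, which was itself a rise (adjusted p = 0.00158 from limma). The difference between the pheromones was 7.92 for sxa2, 4.70 for mam2 and 2.15 for mam1 (adjusted p = 0.000518, 0.00138 and 0.00414 from limma). The genes mat1-Mc, mat1-Mm and mfm1, mfm2 and mfm3 were not analysed here.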

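The agglutinin gene mam3 was at a mean log2 ratio of 5.94 with P-factor in M cells and 1.60 with M-factor in P cells (standard error 0.52, difference 4.34, adjusted p = 0.0224 from limma), and it rose with M-factor too (adjusted p = 0.0294). Its 2 spots stood at 5.00 and 10.98 after 4 h of P-factor. For cwp1, encoding a prenyltransferase subunit, the means were 2.18 and 0.35 (standard error 0.16, difference 1.83, adjusted p = 0.00564), and for SPAC11H11.03c 1.84 and 0.15 (standard error 0.14, difference 1.69, adjusted p = 0.0049). Neither passed the test with M-factor (adjusted p = 0.0944 and 0.415 from limma). The 2 spots of SPAC11H11.03c stood at 1.39 and -1.47 after 6 h of M-factor. Untreated M and P cells differed little, with log2 ratios of M over P cells of 0.47 for mam3, -0.06 for cwp1 and 0.16 for SPAC11H11.03c.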

Three new genes (*mam3, cwp1 *and *11H11.03*) were identified, and we confirmed all three to be M-specific by real-time PCR on RNA from *cyr1*^+ ^control cells (Figure 6A).

The first gene, *mam3*, is annotated to encode the M cell agglutinin [20], and hence, its expression was expected to be M-cell specific. The second gene, *cwp1 *encodes the α-subunit of the enzyme geranyl-gernyl transferase I (GGTase I) [21], and its induction by M-factor presumably reflects its role in farnesylation of M-factor [22]. Analogous to the *cwg2 *gene encoding the β-subunit of GGTase I [21], we presume that *cwp1 *is an essential gene, and we have not evaluated its involvement in M-factor production. Consistent with a role of *cwp1 *in other cellular processes, its expression does not have an absolute requirement for M-specific pheromone stimulation (Figure 6A).

The third gene, *11H11.03*, encodes a hypothetical protein that is conserved in eukaryotes. Interestingly, this gene is divergently transcribed from the same promoter region as the M-specific gene *mam2*, and we speculate that the two genes are co-regulated. This gene is also expressed at a relatively high level in P-cells (Figure 6A), and we have not analysed its involvement in mating activities of M-cells.

With these findings, the total number of known M-specific genes is 12. In Table 3 we have aligned their promoter sequences upstream of their Ste11-box. Except for *mam4 *all the M-specific genes contain imperfect Ste11-boxes (AACAAAG) to which Ste11 only binds in the presence of Mat1-Mc [14]. *mam4 *contains a perfect Ste11-box (AACAAAGAAA) to which Ste11 can bind on its own and consistent with this *mam4 *is not strictly M-specific, as it is expressed in both cell types, albeit 2–3 fold higher in M cells [[23], Additional file 1]. 

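The transcript of mam4, which encodes the methyltransferase that modifies M-factor, was 1.90-fold more abundant in untreated M cells than in untreated P cells and 3.17-fold after 6 h of pheromone, the latter if that array is in natural log; each value is from 1 array. In the time courses mam4 rose with P-factor in M cells by a mean log2 ratio of 1.96 (standard error 0.17, adjusted p = 9.99e-05 from limma) and with M-factor in P cells by 1.54 (adjusted p = 0.00017). The difference of 0.43 did not pass the test (adjusted p = 0.273 from limma).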

Similar to the strict M-specific genes, *mam4 *also harbours an M-box (a Mat1-Mc binding site) 14–26 bp upstream of the Ste11-box (Table 3), which presumably boosts its expression in M cells.

### P-specific genes

Apart from the two mating-type genes *mat1-Pc *and *mat1-Pm *(which are not present on our arrays) only two P-specific genes have been described, namely *map2 *and *map3*, encoding, respectively P-factor and the receptor for M-factor. Both these genes were selectively induced by M-factor in our arrays (Figure 6B, Table 2 and data not shown). 

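The P-factor gene map2 rose with M-factor in P cells at every time point, by a mean log2 ratio of 3.16 (standard error 0.20, adjusted p = 1.65e-05 from limma). With P-factor in M cells its mean was 0.29 (adjusted p = 0.281), and the difference of -2.87 passed the test (adjusted p = 0.00174 from limma). For map3, encoding the M-factor receptor, the ratios after M-factor were -0.35, -0.61 and -0.09, a mean of -0.35 (standard error 0.16, adjusted p = 0.0956 from limma), and the mean with P-factor was -0.08 (adjusted p = 0.724). Both of its spots gave values of this size. On the arrays of M over P cells map3 went from -1.23 before pheromone to -3.53 after 6 h (read as natural log), and map2 stood at -2.94 and -3.12.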

The *map4 *gene encoding P-cell specific agglutinin [24] was not identified by our array approach, but real-time PCR analysis showed that its expression indeed was P-specific (Figure 6B). 

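The agglutinin gene map4 rose with both pheromones, by a mean log2 ratio of 1.00 with M-factor in P cells (standard error 0.19, adjusted p = 0.00288 from limma) and 0.86 with P-factor in M cells (adjusted p = 0.00909). The difference of -0.14 did not pass the test (adjusted p = 0.767). After 6 h of pheromone its log2 ratio of M over P cells was 0.06 (read as natural log), and before pheromone 0.07.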

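The transcript of SPAC1565.03 was at log2 ratios of 5.47, 5.67 and 5.31 after 2, 4 and 6 h of M-factor in P cells, a mean of 5.48 (standard error 0.16, adjusted p = 1.14e-07 from limma). It also rose with P-factor in M cells, by a mean of 0.81 (adjusted p = 0.00418), and the difference of -4.67 passed the test (adjusted p = 1.23e-05 from limma). In untreated cells its log2 ratio of M over P cells was -0.59. The gene SPAC3F10.09 was not analysed here.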

The two additional P-specific genes identified in the arrays (*SPAC1565.03 *and *SPAC3F10.09*), were analysed further. *SPAC1565.03 *was confirmed to be P-specific by real-time PCR analysis (Figure 6B), and hence represents a new bona fide P-specific gene. However, disruption of *SPAC1565.03 *had no obvious effect on mating of P-cells (data not shown), leaving the reason for its P-specific regulation unexplained.

The other P-specific gene, *SPAC3F10.09*, represented a puzzle. Its sequence suggests that it encodes an enzyme homologous to *S. cerevisiae HIS6*, and hence it is likely to be involved in histidine biosynthesis; yet real-time PCR analysis confirmed that its expression was highly induced by pheromone in a P-cell specific manner (Figure 7A). We therefore sought alternative explanations for its apparent P-cell specific expression pattern. We noticed that this gene is partially overlapping with the P-specific gene *map3 *(see Figure 7B). The two genes are convergently transcribed, and their reading frames overlap by 27 codons. Hence, we speculated that the array spots for *SPAC3F10.09 *might have picked up the *map3*-specific signal from the opposite strand. In order to test this hypothesis, we did strand-specific RT-PCR with the same two *SPAC3F10.09 *primers that were used to generate the PCR product constituting the array spots (Figure 7C). Indeed, the P-specific, pheromone-induced transcript originates from the *map3*-specific strand. The *SPAC3F10.09 *specific transcript from the opposite strand gives rise to a somewhat smaller PCR product due to the splicing out of the 66 bases long third intron in the gene (see Figure 7C). Curiously, this transcript seemed to be down-regulated when *map3 *was induced by pheromone, suggesting that strong transcription in the opposite direction can negatively affect gene expression. Consistent with the array data, we mapped the 3'-end of the *map3 *mRNA to the sequence 5'-ACATCCGAGA-3' in the second intron of *SPAC3F10.09 *(see Figure 7B).

## Discussion

In fission yeast, nitrogen starvation causes induction of gene expression by at least three different signalling pathways. First, it leads to a modest reduction in cellular cAMP, which in turn down regulates the glucose sensing Pka1 protein kinase that directly represses transcription of genes such as *fbp1 *and *ste11 *[25]. Secondly, nitrogen starvation activates the Spc1/Sty1 stress response pathway [26], which causes induction of the *atf1 *transcription factor that also controls *ste11 *[27]. Finally, genetic analysis suggests that the pheromone-responding MAPK pathway conveys the signal of nitrogen starvation to pheromone controlled promoters [12].

In the present study we have used a *cyr1 *genetic background to separate pheromone-induced transcription from the general effects of nitrogen starvation. Consequently, we found that pheromone stimulation of *cyr1 *cells caused a much less dramatic change in expression profiles than nitrogen starvation of wild-type cells [9,28]. By this approach we have identified a total of 163 genes that were more than two-fold induced by pheromone stimulation, including several genes previously reported to be pheromone controlled.

Among the pheromone-induced genes we found the cAMP degrading phosphodiesterase Cgs2, suggesting that pheromone signalling enforces the reduction in cAMP caused by nitrogen starvation [29]. This gene was also shown to be induced by activation of the Spc1/Sty1 stress response pathway [30], suggesting that *cgs2 *constitutes a junction for cross talk between different starvation sensing pathways. 

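The cgs2 transcript was at log2 ratios of 1.65, 1.98 and 1.52 after 2, 4 and 6 h of M-factor in P cells, at least 2-fold up at each time. With P-factor in M cells it was at 0.95 after 4 h and 0.76 after 6 h, and the 2 h array gave no value. With a value missing it was outside the limma test, and no error across both pheromones is given. Of 10 genes of the glucose and cAMP pathway, 3 rose and 2 fell with M-factor, and 3 rose and 2 fell with P-factor. Adjusted over the list alone, these were 3 up and 3 down, and 3 up and 2 down. Against all other genes the list was not shifted past the test (camera, adjusted p = 0.708 and 0.83, and adjusted p = 0.863 and 0.891 with an estimated correlation). Among them gld1, for glycerol dehydrogenase, gave -0.74 with M-factor and -0.96 with P-factor, the latter past the test, and the malate permease gene mae1 fell with both, with -1.20 and -0.96.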

When cAMP levels drop, the APC/C E3 ubiquitin ligase becomes activated [31], and this causes G1 arrest *via *degradation of the S-phase activating cyclin Cig2 [32]. Consistent with an increased APC/C activity during differentiation, we found *apc2 *encoding a subunit of APC/C among the pheromone-induced genes.

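The apc2 transcript rose in P cells with M-factor, with log2 ratios of 1.43, 1.24 and 1.24 after 2, 4 and 6 h and a mean of 1.30 (standard error 0.19, adjusted p = 0.000741 from limma). In M cells with P-factor the mean was 0.27 (adjusted p = 0.301). The difference between the pheromones, -1.04, did not pass the test (adjusted p = 0.0578 from limma); with the time point as a block it did (adjusted p = 0.043).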

Our identification of components in the pheromone signal transduction pathway (*spk1*,*ste4 *and *ste11*) suggests that initial pheromone stimulation triggers a positive feedback loop enforcing the response. Furthermore, the *whi5 *gene, whose counterpart in *S. cerevisiae *encodes an inhibitor of transcriptional activities required for vegetative S-phase entry [33,34], was among the induced genes, suggesting that pheromone signalling inhibits vegetative growth. 

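With M-factor the whi5 transcript was at log2 ratios of 1.90, 1.43 and 1.71 after 2, 4 and 6 h, a mean of 1.68 (standard error 0.15, adjusted p = 7.42e-05 from limma). With P-factor it was at 0.56, 0.34 and 0.27, a mean of 0.39 that did not pass the test (adjusted p = 0.0683). The whi5 response differed between the pheromones by -1.29 (adjusted p = 0.0208 from limma), the larger rise being that of P cells with M-factor. On the arrays of M over P cells this difference did not appear, with log2 ratios of 0.001 untreated and 0.076 after 6 h (read as natural log).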

Taken together these observations underscore the autocatalytic and irreversible nature of the developmental switch.

On the other hand, functions that dampen the pheromone response were also identified. Thus, the *msa1 *gene encoding an RNA-binding protein that negatively regulates differentiation specific transcripts [35], and *rgs1 *coding for a GTPase that down-regulates the receptor-coupled G-protein Gpa1 [36] were both pheromone induced, stressing the importance of a tight modulation of the response during differentiation.

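The rgs1 transcript had a mean log2 ratio of 3.11 with M-factor and 3.42 with P-factor (standard error 0.35, n = 3 time points each, adjusted p = 0.000183 and 0.000209 from limma). For msa1 the ratios after 2, 4 and 6 h were 1.29, 1.90 and 2.52 with M-factor and 0.74, 1.10 and 1.70 with P-factor, with means of 1.90 and 1.18 (standard error 0.25, adjusted p = 0.000404 and 0.00641). Neither gene differed between the pheromones past the test (adjusted p = 0.705 for rgs1 and 0.213 for msa1 from limma).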

The results presented here are consistent with Ste11 being the transcription factor activated by pheromone signalling. The pheromone-regulated genes in Figure 5 contain perfect matches to a matrix constructed from known sites and they together account for about 30% of the pheromone-induced transcripts. The remaining pheromone-regulated genes almost invariably contain more diverged derivatives of the Ste11-binding site, often in multiple copies. It is thus likely that Ste11 regulates the majority of pheromone-regulated genes, perhaps in some cases via co-operative binding to a number of relatively weak binding sites as previously reported [14]. It is, however, likely that some pheromone-regulated genes are indirectly induced by other transcription factors, either alone or in combination with Ste11. Indeed, several transcription factors such as *rep1 *and *mei4 *are found within the group of pheromone-induced genes.

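The transcript of isp6, a vacuolar protease gene, had a mean log2 ratio of 1.94 with M-factor and 1.30 with P-factor (standard error 0.14, n = 3 time points each, adjusted p = 2.41e-05 and 0.000278 from limma), and its difference of -0.64 did not pass the test (adjusted p = 0.0852). Of 10 genes of nitrogen starvation and autophagy, 6 rose and 2 fell with M-factor, and 4 rose and 2 fell with P-factor, with the same counts when adjusted over the list alone. The autophagy gene atg8 rose by 1.18 and 1.24 (standard error 0.16), while isp7 fell with M-factor, with -1.48 (adjusted p = 0.028 from limma). The list did not pass camera (adjusted p = 0.082 and 0.309, and adjusted p = 0.43 and 0.637 with an estimated correlation).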

The *isp6 *gene, which we found to be pheromone induced, was actually reported to be induced by nitrogen starvation independently of *ste11 *[37], and it does not have an obvious Ste11-box in its promoter region [see Additional file 1]. The cAMP pathway negatively regulates *isp6 *transcription [37], and presumably the pheromone effect on this gene is caused indirectly by cross talk with other signalling pathways as discussed above.

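The cig2 transcript was at log2 ratios of 1.37, 2.90 and 2.51 after 2, 4 and 6 h of M-factor and of 2.10, 2.52 and 2.74 after P-factor, with means of 2.26 and 2.45 (standard error 0.26, adjusted p = 0.000244 and 0.000293 from limma). Of 19 genes of the G1/S transition and targets of the MBF transcription factor, 13 rose and 1 fell with M-factor, and 10 rose and 1 fell with P-factor; adjusted over the list alone, 13 rose and 2 fell, and 11 rose and 1 fell. The ribonucleotide reductase gene cdc22 rose by 1.91 and 1.41 (standard error 0.18), psm3, a cohesin subunit gene, by 2.37 and 1.26 (standard error 0.15), and mis4, which loads cohesin, by 2.78 and 1.65 (standard error 0.22). The MBF subunit gene cdc10 rose by 1.43 and 1.32, and cdc18, the replication initiator gene, by 0.98 with M-factor against -0.06 with P-factor. Camera gave the list adjusted p = 9.5e-06 with M-factor and 4.05e-05 with P-factor, and adjusted p = 0.0892 and 0.0713 with an estimated correlation. The response of 4 members, cdc18, psm3, cnp1 and whi5, was smaller with P-factor by the test of the difference and none was larger (8 smaller and 1 larger when adjusted over the list alone; for the list, camera adjusted p = 0.016, and adjusted p = 0.35 with an estimated correlation). The arrays of M over P cells showed no such difference for the list, with a median log2 ratio of -0.045 untreated and -0.02 after 6 h (read as natural log). None of its genes was past 2-fold there. Untreated and after 6 h, cnp1 stood at -0.045 and -0.026, whi5 at 0.001 and 0.076, and psm3 at 0.014 and -0.134. The members in the paper's Table 1, such as cig2, cdc22 and psm3, were chosen by the study on the same arrays and are not independent evidence.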

The *cig2 *gene, encoding an S-phase activating cyclin, is specifically expressed in the G_1 _phase of the cell cycle [38], and hence its induction by pheromone could be an indirect consequence of pheromone-mediated G_1 _arrest However, the *cig2 *promoter contains a perfect Ste11-box [see Additional file 1], suggesting that Ste11 and the pheromone pathway may also directly control this gene. The regulation of *cig2 *represents a paradox: Transcription of the gene is on the one hand induced by pheromone, yet the same signal also mediates proteolysis of the Cig2 protein [32]. Presumably this regulation reflects the fact that Cig2 needs to be down-regulated in order to activate the differentiation pathway, but then Cig2 is needed again soon after for activation of pre-meiotic S-phase [39].

By comparing the effects of M- and P-factor stimulation we were able to identify P-and M-specific genes. Given the extensive hunt over many years for cell-type specific mutants, it was no surprise that we only found very few new genes, and an important conclusion of this work is that the list in Table 2 can be regarded, as close to being complete. The larger number of M-specific genes largely reflects the more elaborate synthesis of M-factor relative to P-factor.

Our results confirm the proposed mechanism of M-specific gene activation [14], where the Mat1-Mc protein both recruits Ste11 to a weak binding site and also binds to an M-box sequence situated approximately 1.5 or 2.5 helical turns upstream of the Ste11-box (Table 3). The control of P-specific transcription is still an enigma that awaits functional promoter dissection studies to be resolved.

Our observation that the P-specific transcript *map3 *extends into the neighbouring gene *SPAC3F10.09 *demonstrates the importance of mapping the genome-wide location of transcripts and the use of this information in the design of future DNA microarrays. Using a different array system, *SPAC3F10.09 *was reported to be induced in meiosis [9], presumably also reflecting an erroneous detection of *map3 *transcripts transcribed from the opposite strand. Convergent overlapping reading frames are relatively rare in the fission yeast genome, but our finding that the *map3 *transcript extends more than 500 bases downstream of the reading frame suggests that convergent transcripts may overlap even when the reading frames do not.

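With M-factor 120 genes were at least 2-fold down at 2, 4 and 6 h, with P-factor 96 were, and 34 genes with both. The steepest of the 34 were SPBC8E4.03, with mean log2 ratios of -3.49 with M-factor and -2.51 with P-factor (standard error 0.47), alr2, with -3.54 and -1.92 (standard error 0.25), SPAC750.08c, with -2.55 and -2.58 (standard error 0.28), and pfl8, with -3.33 and -1.73 (standard error 0.19), all past the limma test. The transporter gene put4 stood at -2.27, -2.83 and -5.79 after 2, 4 and 6 h of M-factor and at -2.06 and -3.08 after 4 and 6 h of P-factor, with no value at 2 h. Among genes on all 6 arrays, 108 were down with M-factor and 95 with P-factor, and lists of these sizes would share 2.51 by chance (odds ratio 29.6, p = 1.63e-31, 2-sided Fisher's exact test over genes). The counts depend on single arrays and on the rule. Without M-factor 2, 4 or 6 h, 204, 192 and 214 genes were down with M-factor, and without P-factor 2 h, 186 with P-factor; with the rule on the geometric mean, 112 were down with both.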

We also found 92 genes that were more than twofold down regulated by both pheromones (data nor shown). 

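Of 42 genes of amino acid biosynthesis, 31 fell and 4 rose with M-factor, and 27 fell and 3 rose with P-factor. The lysine genes lys12 and lys9 had mean log2 ratios of -2.75 and -2.06 with M-factor and -2.18 and -1.16 with P-factor (standard errors 0.52 and 0.20), the branched-chain gene ilv1 had -2.07 and -1.80 (standard error 0.23), and gln1, encoding glutamine synthetase, -1.99 and -1.80 (standard error 0.18), each past the limma test. The histidine gene his2 rose instead, by 1.53 and 1.28 (standard error 0.22). Of 19 genes of nucleotide biosynthesis, 12 fell and 2 rose with M-factor, and 14 fell and 2 rose with P-factor. Here ade1 had -2.03 and -1.43 (standard error 0.34), ade3 had -1.35 and -1.25 (standard error 0.14) and ade10 had -1.39 and -1.30 (standard error 0.21); ura4 had -1.41 and -1.04 but marks the disrupted allele in these strains. Adjusted over the list alone, 31 and 30 amino acid genes fell and 4 and 3 rose, and 13 and 14 nucleotide genes fell and 2 and 3 rose, with M-factor and P-factor. Camera gave the amino acid list adjusted p = 1.1e-06 with M-factor and 9.42e-07 with P-factor, and adjusted p = 0.148 and 0.122 with an estimated correlation. The nucleotide list had adjusted p = 0.00352 and 0.00112, and adjusted p = 0.459 and 0.488 with an estimated correlation.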

GO categories representing nucleotide and amino acid metabolism were significantly over-represented among these genes, suggesting that specific mechanism exist either to repress these genes or degrade their transcripts during differentiation.

Pheromone communication in fungi was originally considered to be a mechanism by which cells of opposite mating type identified each other, but subsequent studies have demonstrated that it controls many other functions than mere cell recognition. In fission yeast pheromone signalling brings about G_1 _cell-cycle arrest prior to mating, cell elongation towards the partner cell, and is also involved in cell fusion and karyogamy. Finally, it has been known for a decade that entry into meiosis also requires activation of the pheromone pathway. This is because the two meiotic subfunctions *mat1-Pm *and *mat1-Mm *are pheromone controlled; if they are expressed from a heterologous promoter, meiosis is readily activated in the absence of pheromone signalling [7]. Our results in the present study show that – although dispensable for completion of meiosis – pheromone control extends beyond the point of meiotic entry. Thus, several genes required for specific meiotic sub-functions in particular for meiotic recombination turned out being pheromone induced. Consistent with this, expression of the *dmc1 *gene encoding a RecA like helicase was previously shown to be dependent on Ste11 [40]. However, we note that many of these genes do not have optimal Ste11 binding sites in their promoters [see Additional file 1], suggesting that their induction by pheromone may be indirect. Nevertheless, it is evident from our array results that pheromone stimulation in itself can bring about a robust induction of these genes.

Previously, the *bqt1 *gene mediating telomere clustering prior to meiotic horsetail movement was shown to be pheromone induced [41]. These nuclear movements are already initiated in haploid cells challenged with pheromone [42]. 

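The dynein heavy chain gene dhc1 was at log2 ratios of 2.99, 3.30 and 4.11 after 2, 4 and 6 h of M-factor and of 3.23, 6.61 and 4.54 after P-factor, with means of 3.47 and 4.79 (standard error 0.50, adjusted p = 0.000685 and 0.000243 from limma). The intermediate chain gene dic1 (SPBC646.17c) had means of 3.00 and 2.16 (standard error 0.26, adjusted p = 6.23e-05 and 0.00052), and dli1, the light intermediate chain gene, 2.04 and 1.72 (standard error 0.15, adjusted p = 2.41e-05 and 9.57e-05). The difference between the pheromones did not pass the test for dhc1 or dic1 (adjusted p = 0.255 and 0.184 from limma).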

We found that *dhc1 *and *dic1*, encoding dynein heavy and intermediate chains respectively were both pheromone induced. Dynein is required for the horsetail movements, and a null mutant in *dhc1 *significantly reduces meiotic recombination [43]. Furthermore, the dynein-associated Ssm4 protein is also pheromone regulated [44] and this study). 

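The ssm4 transcript, at log2 ratios of 1.30, 2.83 and 1.84 after 2, 4 and 6 h of P-factor, had a mean of 1.88 with M-factor and 1.99 with P-factor (standard error 0.25, adjusted p = 0.000466 and 0.000613 from limma), and the pheromones did not differ past the test (adjusted p = 0.855).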

Taken together, these observations suggest that pheromone signalling orchestrates the entire process of pre-meiotic chromosome movement and associated recombination. It will be interesting to learn whether oscillations in pheromone signalling play a dynamic role in bringing about these processes.

## Conclusion

We have identified 163 pheromone induced genes in fission yeast. Most genes are induced by pheromone in both cell types, and analysis of GO annotations associated with pheromone induction showed that the genes were involved in many aspects of sexual differentiation, including conjugation, and morphological processes associated with mating. Surprisingly, many meiotic gene functions were also pheromone controlled. Our results confirmed that the Ste11 transcription factor controls many pheromone-induced genes. Finally, most cell-type specific genes now appear to be identified in fission yeast.

## Methods

### Strains, growth conditions and RNA preparation

Standard genetic procedures were carried out as described previously [2]. For array experiments we used the strains Eg794 (genotype: *h*^+ ^Δ*mat2,::LEU2 cyr1::ura4*^+ ^*ura4-D18*, [18]) and Eg796 (genotype: *h*^- ^Δ*mat2,3::LEU2 cyr1::ura4*^+ ^*ura4-D18 sxa2*, this study). Cells were grown at 30°C in MSL [45] to a density of 2 × 10^6 ^cells/ml, and chemically synthesized M-factor (made by Schafer-N, Copenhagen, Denmark) or P-factor (made by Alto Bioscience, Birmingham, UK) was added to a final concentration of 1 μg/ml. Samples were taken for RNA preparation after 2, 4 and 6 hours. For validation of the results in *cyr1*^+ ^genetic background cells, we grew the strains Eg544 (genotype: *h*^- ^Δ*mat2,3::LEU2*) and Eg545 (genotype: *h*^+ ^Δ*mat2,3::LEU2*) at 30°C in MSL to a density of 2 × 10^6 ^cells/ml. Cells were collected and resuspended in, respectively MSL, MSL – nitrogen and MSL – nitrogen + the appropriate pheromone (same concentration as above). After 5 hours of incubation, cells were harvested for preparation of RNA.

### Microarray analysis

Total RNA for microarray analysis was prepared as described in [46]. Microarray probe labeling and hybridization was performed as previously described [47], using arrays from Eurogentic SA containing PCR-generated probes in duplicate for 4927 nuclear genes. Slides were scanned using a BIO-RAD Vers-Array ChipReader and quantified with Imagene 4.2 software. Data were normalized by Lowess normalization using GeneSpring software (Agilent Technologies). Temporal expression patterns of genes in response to pheromone treatment were studied using K-means clustering using GeneSpring software (Agilent Technologies). Larger clusters of genes manifesting patterns that were robustly identified independently of cluster number where regarded as significant. Pheromone regulated genes were selected by a variety of criteria including consistent regulation of different samples and replicates by = 2-fold as well as the magnitude of mean fold changes, their significance (one-samole T-test) and variation (SD).

GoMiner [48] was used to identify gene ontology (GO) categories that were significantly (*p *≤ 0.05) enriched in sets of both M-factor and P-factor regulated genes in relation to the frequency of their occurrence in the whole *S. pombe *genome. Microarray data generated in this study are available at Gene Expression Omnibus [49] under accession number GSE5323.

### Prediction of DNA binding sites

The Patser algorithm, available via the Regulatory Site Analysis Tools package [50] was used to search for putative binding sites for the Ste11 transcription factor upstream of the coding regions of genes. The frequency matrix for nucleotides at each position (Table 4) was constructed using sequences found in known Ste11 target genes [14].

The significance of the elevated Ste11-site frequency in pheromone-induced genes was tested in relation to the mean frequency observed in 10 random gene sets of equal size. A one-sample t-test was used to determine whether the mean Ste11-site frequency in the random sets was significantly different from that observed in the sets of pheromone-induced genes. The number of putative Ste11 sites in intergenic regions was also estimated by searching for strings of nucleotides matching the optimal Ste11 site (the inverse sequence of AACAAAGAAA) allowing for 0, 1 or 2 mismatches.

### Real-time and RT PCR analysis

Total RNA was extracted using hot acidic phenol as described above. To remove DNA the RNA samples were digested with DNaseI prior to RT-PCR and real-time PCR analyses. The gene-specific primer sets used for PCR have been described previously [47]. Quantitative real-time PCR reactions were carried out in 96-wells optical reaction plates; using 50 ng DNaseI treated RNA and the QuantiTect SYBR-green RT-PCR kit (Qiagen) supplemented with 10 nM fluorescein. Real-time RT-PCR was developed using the iCycler (BIO-RAD) by single-step amplification. The thermal cycling conditions comprised reverse transcription at 50°C for 30 min and an initial denaturation at 95°C for 15 min, followed by 40 cycles of 95°C for 15 s, 50°C for 30 s and 72°C for 60 s. Each sample was assayed in triplicate. To minimize errors arising from variations in the amount of starting RNA among samples, amplification of *act1 *mRNA served as an internal reference. Standard curves for each relevant gene and for *act1 *were produced by performing serial two-fold dilutions of control RNA (a 1:1 mixture of RNA from pheromone-stimulated cells of opposite mating types). For each experimental sample, the amount of specific transcript was normalized to the amount of *act1 *transcript measured in the same sample.

RT-PCR was carried out using 50 ng DNaseI-treated RNA and the Qiagen OneStep RT-PCR kit. The thermal cycling conditions comprised reverse transcription at 50°C for 30 min and an initial denaturation at 95°C for 15 min, followed by 20–25 cycles of 95°C for 15 s, 50°C for 30 s and 72°C for 60 s. For strand-specific RT-PCR, the reactions were split in two and one of the primers (either sense or anti-sense) was not added until after inactivation of reverse transcriptase.

### Functional characterisation of genes

The open reading frame of *SPBC4.01 *was replaced by the *kmx*-cassette by means of the PCR-based one-step gene disruption procedure, using the oligos OBP421 and ONP422 [51]. The strain deleted for SPAC1565.03 was obtained from Bioneer Corporation, Korea. Sporulation was evaluated by iodine staining as previously described [8].

The 3' end of the *map3 *mRNA was determined by 3' RACE (Rapid Amplification of cDNA Ends). In brief, RNA extracted from pheromone stimulated *P *cells was reverse transcribed using the oligonucleotide SKP62. Next, *map3 *was amplified by PCR using the oligonucleotides SKP63 and ONP441, and the 3' end was identified by sequencing.

Oligonucleotides:

ONP421: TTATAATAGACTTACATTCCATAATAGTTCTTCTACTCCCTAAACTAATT TTGCTAAAGT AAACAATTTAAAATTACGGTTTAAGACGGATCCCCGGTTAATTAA

ONP422: 5' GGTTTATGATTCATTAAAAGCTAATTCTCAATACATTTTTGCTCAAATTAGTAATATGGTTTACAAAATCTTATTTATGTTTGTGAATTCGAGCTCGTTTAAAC

ONP441: 5-ATCAACTTTTCCTTTACTCAATTTA

SKP62: 5'-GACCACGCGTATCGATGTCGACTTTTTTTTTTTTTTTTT

SKP63: 5'-GACCACGCGTATCGATGTCGAC

## Authors' contributions

Y-XF did all microarray experiments including normalization, data processing, identification of enriched GO categories and contributed to the writing process. SK mapped the 3'end of *SPAC3F10.09 *and analysed the mating behaviour of Δ*SPAC1565.03*. CH characterised the Δ*SPBC4.01*phenotype. AW did data mining, analysed the relationship between P-factor and M-factor induced genes, quantiated the Ste11 binding sites and contributed to the writing process. ON did all strain constructions, RNA preps and realtime/RT PCR analyses, and also prepared the manuscript draft. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 Pheromone-induced genes and putative ste11 binding sites in their upstream intergenic regions. See top of Table for column definitions Click here for file

## Figures and Tables

**Figure 1:**
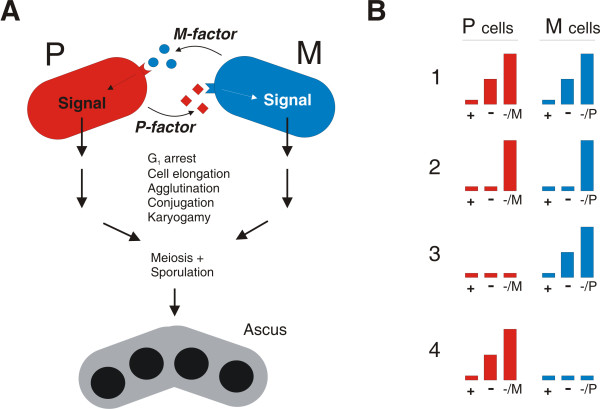
**Pheromone-induced transcription in *S. pombe***. A. Diagram of pheromone communication. Prior to mating, M cells and P cells secrete the two pheromones, P-factor (squares) and M-factor (circles) that can bind to specific receptors present on the surface of the opposite cell type. This causes activation of an intracellular signalling pathway that prepares the cells for mating. Following successful conjugation, continued pheromone stimulation allows entry into meiosis and sporulation. B. Types of pheromone regulated transcription. Bar diagrams symbolizing the transcription levels in cells growing in the presence of nitrogen (+), starved for nitrogen (-) or starved for nitrogen in the presence of M-factor (-/M) or P-factor (-/P). The left panel illustrates the expression pattern in P cells, while the right panel shows the pattern in M cells. The following types of genes are depicted: (1) a gene that is induced by nitrogen starvation and further boosted by pheromone signalling, (2) a gene that has an absolute requirement for both nitrogen starvation and pheromone signalling, (3) an M-specific gene, (4) a P-specific gene.

**Figure 2:**
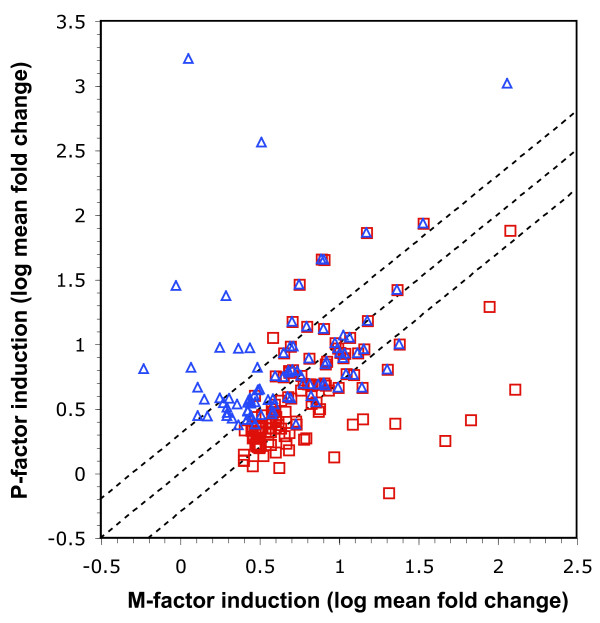
**Comparison of genes induced by M-factor and P-factor**. Log_10 _mean fold change values for P-factor and M-factor induction are compared in a scatter plot. Values are plotted separately for genes persistently induced (≥ 2-fold) by M-factor (red squares) and P-factor (blue triangles). The dotted lines show the position of genes that are equally affected by each pheromone (middle line) as well as genes for which induction by M-factor is 2-fold that observed for P-factor (lower line) and vice versa (upper line).

**Figure 3:**
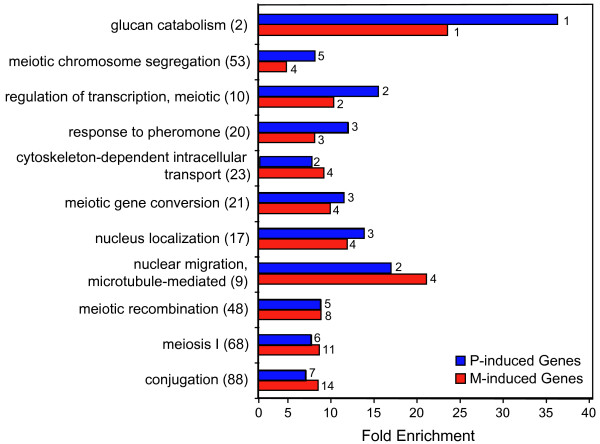
**Representative Gene Ontology (GO) categories selectively associated with the groups of genes that are induced by M-factor and P-factor**. The bar chart shows the level of enrichment for the selected categories compared to their frequency in the genome. All enrichment levels are significance at the 95% confidence level or higher. Numbers in parenthesis show the number of gene in each GO category. The numbers associated with each bar in the chart show the number of genes in the M-factor and P-factor induced groups of genes that are annotated with each GO category. The groups of genes induced by M-factor (red bars) and P-factor (blue bars) contained genes from the groups studied in Figure 2 where the mean fold change value for the different time points was ≥ 2 (SD < 85%) and the change in expression was statistically significant (*p *≤ 0.01).

**Figure 4:**
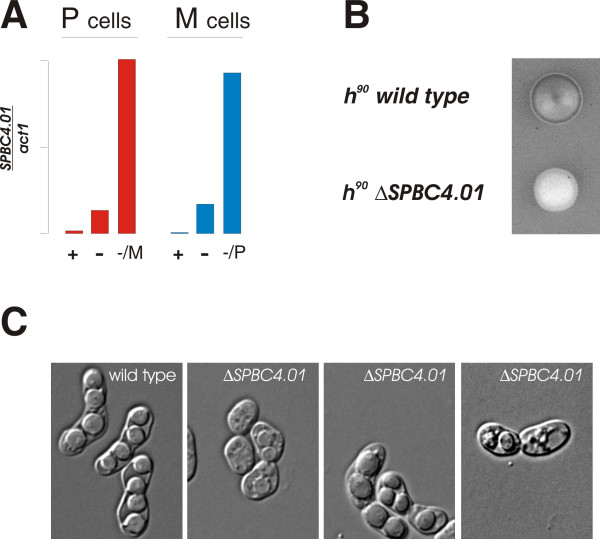
**Analysis of the pheromone-induced gene *SPBC4.01***. A. Expression of *SPBC4.01 *in P cells (left half, red bars) and M cells (right half, blue bars). Cells were either growing in medium with nitrogen (+), without nitrogen (-), or without nitrogen in the presence of M factor (-/M) or P-factor (-/P). At the different growth conditions, the level of *SPBC4.01 *RNA was quantitated relative to *act1 *RNA by real time PCR. B. Sporulation defect of Δ*SPBC4.01*cells. The picture shows iodine staining of *h*^90 ^wild type and *h*^90 ^Δ*SPBC4.01 *colonies grown on the same MSA plate. C. Micrographs of *h*^90 ^wild type and *h*^90 ^Δ*SPBC4.01 *cells showing examples of abnormal mating and sporulation in the latter.

**Figure 5:**
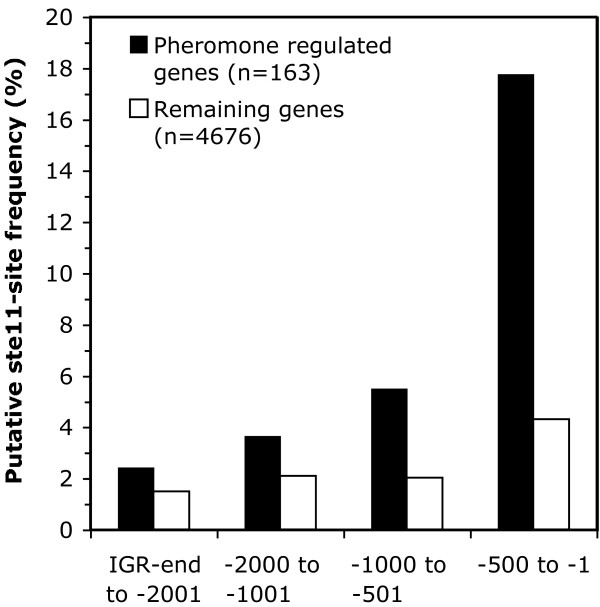
**Enhanced frequency of putative binding sites in pheromone-induced genes**. The bar diagram shows the frequency of genes containing putative Ste11 sites in pheromone-induced genes (closed bars) compared to the remaining genes in the genome (open bars). The number of genes in each set is shown in parenthesis. Perfect matches to a Ste11-binding-site matrix (see Materials and Methods) were counted at different intervals within the inter-genic regions (IGR) upstream of the initiation codon. The group of pheromone-induced genes contains the genes studied in Figure 2 that were induced by either M-factor and/or P-factor. The group of "remaining genes" was created by subtracting the pheromone-induced genes from the list of all *S. pombe *genes.

**Figure 6:**
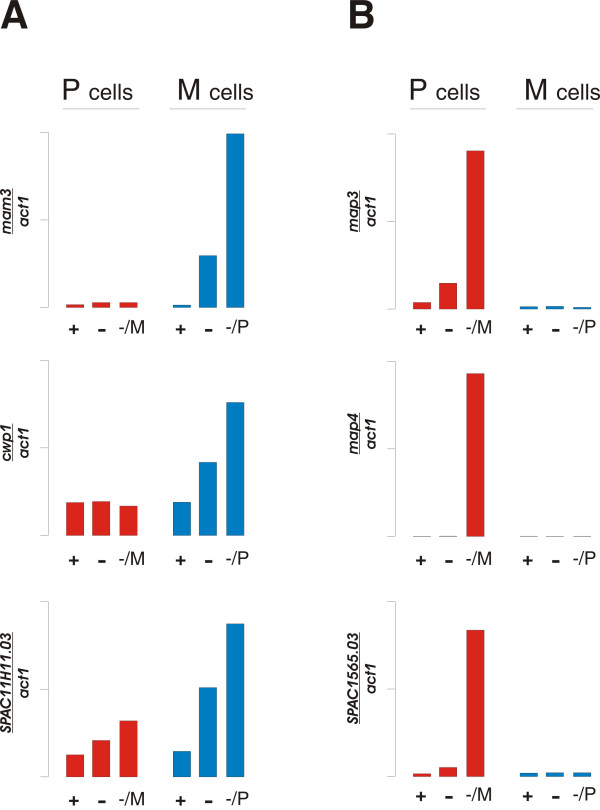
**Expression of cell-type specific genes**. The expression relative to *act1 *was monitored by real time PCR under different growth conditions as described in Figure 4. A. M-specific genes: *mam3 *(upper panel), *cwp1 *(middle panel) and *SPAC11H11.03 *(lower panel). B. P-specific genes: *map3 *(upper panel), *map4 *(middle panel) and *SPAC1565.03 *(lower panel).

**Figure 7:**
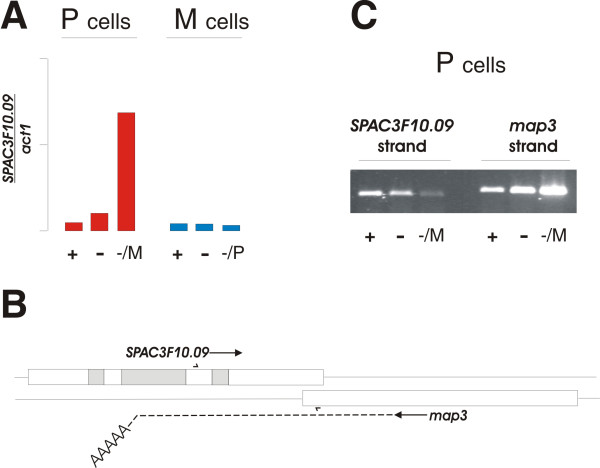
**Analysis of *SPAC3F10.09 *expression**. A. Expression profile of *SPAC3F10.09 *relative to *act1 *(see Figure 4 for experimental details). B. Schematic representation of the chromosomal region encompassing *SPAC3F10.09 *and *map3*. The open reading frames of the two genes are shown as boxes, with arrows after the gene names indicating the direction of transcription. The three introns in *SPAC3F10.09 *are shown in grey. The position of the two *SPAC3F10.09 *specific primers are indicated with half-arrows. The position of the mapped 3'polyA tail of the *map3 *transcript in the second intron of *SPAC3F10.09 *is at the bend of the dotted line. C. Strand-specific RT PCR analysis of *SPAC3F10.09 *showing expression from, respectively, the *SPAC3F10.09 *strand (left half) or the *map3 *strand (right half) on RNA from *h*^+ ^cells under the growth conditions indicated below.

**Table 1:** Examples of genes induced by pheromone.

Gene name:	Systematic name:	Product:	Fold induc. M-factor	Fold induc. P-factor	Reference
agl1	SPAPB24D3.10c	secreted alpha-glucosidase	88.5	19.6	this study
apc2	SPBP23A10.04	anaphase-promoting complex subunit	2.5	1.3	this study
bgl2	SPAC26H5.08c	glucan 1,3-beta-glucosidase	4.7	3.9	this study
bqt1	SPAC6G9.13c	bouquet formation protein	3.8	3.0	[41]
cdc22	SPAC1F7.05	ribonucleoside reductase subunit	4.0	2.7	this study
cdt2	SPAC17H9.19c	activator of ribonucleoside reductase	3.0	1.7	this study
cgs2	SPCC285.09c	cAMP-specific phosphodiesterase	3.4	2.1	this study
cig2	SPAPB2B4.03	S-phase cyclin	5.8	5.7	[52]
cnp1	SPBC1105.17	CENP-A	4.9	2.1	this study
dhc1	SPAC1093.06c	dynein heavy chain	14.9	73.1	[44]
dic1	SPBC646.17c	dynein intermediate chain	9.9	4.6	this study
dmc1	SPAC8E11.03c	RecA family ATPase	11.1	5.9	this study
eme1	SPAPB1E7.06c	Holliday junction resolvase subunit	4.3	2.2	this study
fus1	SPAC20G4.02c	formin	10.7	11.7	[11]
isp6	SPAC4A8.04	vacuolar serine protease	4.0	2.6	this study
mei2	SPAC27D7.03c	RNA-binding meiotic protein	6.7	4.8	this study
mei4	SPBC32H8.11	meiotic forkhead transcription factor	7.6	3.2	this study
mek1	SPAC14C4.03	meiosis specific checkpoint kinase	8.6	4.4	this study
mik1	SPBC660.14	mitotic inhibitor kinase	5.7	4.4	this study
mis4	SPAC31A2.05c	cohesin loading factor	7.4	3.0	this study
mns2	SPAC513.05	alpha-mannosidase	10.9	8.5	this study
msa1	SPAC13G7.13c	RNA-binding protein	4.1	2.4	this study
psm3	SPAC10F6.09c	mitotic cohesin complex subunit	5.4	2.4	this study
rad25	SPAC17A2.13c	14-3-3 protein	2.8	2.1	this study
rad32	SPAC13C5.07	mre11 type nuclease	3.1	1.9	this study
rec10	SPAC25G10.04c	meiotic recombination protein	7.6	4.9	this study
rec12	SPAC17A5.11	Spo11 endonuclease	2.3	3.4	this study
rec25	SPAC17A5.18c	meiotic recombination protein	9.9	9.3	this study
rec27	SPBC577.05c	meiotic recombination protein	2.8	9.3	this study
rep1	SPBC2D10.06	MBF transcription factor subunit	24.0	10.0	[53]
rgs1	SPAC22F3.12c	regulator of Gpa1 signalling	11.7	11.2	[36]
rlc1	SPAC926.03	myosin II regulatory light chain	3.8	3.0	this study
rti1	SPBC119.14	Rad22 homolog	6.4	4.9	this study
sad1	SPBC12D12.01	spindle pole body protein	4.5	2.0	this study
-	SPAP14E8.02	forkhead ass. transcription factor	4.1	2.5	this study
-	SPBC4.01	sequence orphan	115.6	1037.0	this study
spk1	SPAC31G5.09c	pheromone response MAP kinase	12.4	5.8	this study
ssm4	SPAC27D7.13c	p150-Glued protein	3.8	11.3	[44]
ste11	SPBC32C12.02	transcription factor	3.9	3.4	this study
ste4	SPAC1565.04c	adaptor protein	2.8	2.6	this study
ste7	SPAC23E2.03c	meiotic suppressor protein	8.4	7.4	this study
swi5	SPBC409.03	meiotic recombination protein	2.0	3.2	this study
whi5	SPBC800.02	cell cycle transcriptional repressor	3.3	1.4	this study

**Table 2:** Cell-type specific genes in fission yeast

**Gene:**	**Function:**	**Expression pattern:**	**Reference:**
**Genes with a function in M cells**			

*mat1-Mc*	transcription factor	M^1)^	[13]
*mat1-Mm*	activator of meiosis	M^1)^	[7]
*mfm1*	M-factor	M	[12]
*mfm2*	M-factor	M	[12]
*mfm3*	M-factor	M	[12]
*mam1*	M-factor transporter	M	[54]
*mam2*	receptor for P-factor	M	[55]
*mam3*	M cell agglutinin	M^4)^	this study
*mam4*	methylation of M-factor	M,P	[23]
*sxa2*	activator of meiosis	M	[19]
*cwp1*	farnesylation of M-factor	M^2,4)^	this study
*SPAC11H11.03*	not analysed	M^4)^	this study

**Genes with a function in P cells**			

*mat1-Pc*	transcription co-factor	P^1)^	[13]
*mat1-Pm*	activator of meiosis	P^1)^	[56]
*map1*	transcription factor	M,P^3)^	[15, 16]
*map2*	P-factor	P	[57]
*map3*	receptor for M-factor	P	[58]
*map4*	P cell agglutinin	P^4)^	this study
*SPAC1565.03*	unknown	P^4)^	this study

Notes:

^1) ^Activated when transposed to the *mat1 *locus.

^2) ^Expressed at low level in P cells (presumably essential).

^3) ^Also required for stimulation of M-specific gene expression [16].

^4) ^Cell-type specific expression confirmed by time course array experiment.

**Table 3:** Ste11-Box related DNA motifs identified in known and newly discovered M-specific genes

**Gene**	**Strand**	**Start**	**End**	***M/Ste11-Box Motif1^1^***	**Source**
cwp1	D	-175	-134	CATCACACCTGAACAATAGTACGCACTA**AACAAAGA**G**A**C	this study
mam1	R	-161	-122	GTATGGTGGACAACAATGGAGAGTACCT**AACAAAG**GCCC	[14]
mam2^3^	D	-158	-119	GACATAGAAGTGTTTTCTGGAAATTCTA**AACAAAGA**GGA	[14]
mam3	R	-340	-301	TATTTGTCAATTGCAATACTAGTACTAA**AACAAAG**TCTT	this study
mam4^4^	R	-271	-232	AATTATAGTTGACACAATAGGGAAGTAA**AACAAAGAAA**A	this study
mat-Mc^2^	R	-83	-44	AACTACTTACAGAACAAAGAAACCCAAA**AACAAAG**G**AA**C	this study
mat-Mm^2^	D	-90	-51	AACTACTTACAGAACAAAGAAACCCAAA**AACAAAG**G**AA**C	this study
mfm1	D	-191	-152	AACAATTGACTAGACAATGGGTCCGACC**AACAAAGAA**GT	[14]
mfm2	D	-172	-133	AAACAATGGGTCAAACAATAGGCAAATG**AACAAAGA**G**A**T	[14]
mfm3	D	-192	-153	AACAATTAACTAGACAATA000GGCCCAACC**AACAAAGAA**GT	[14]
SPAC11H11.03c^3^	R	-319	-280	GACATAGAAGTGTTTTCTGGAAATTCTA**AACAAAGA**GGA	[14]
sxa2	R	-326	-287	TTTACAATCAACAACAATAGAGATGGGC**AACAAAGA**C**A**C	[14]

M-box sequences are underlined and Ste11 binding sites are given in bold.

^1 ^Motifs were identified in the region 2000 bp upstream of the ATG or in the entire inter-genic region where this is less than 2000 bp

^2 ^Divergently transcribed gene pair

^3 ^Divergently transcribed gene pair

^4 ^Not strictly M-specific. Expression level 2–3 fold higher than that of P cells.

**Table 4:** Sequence frequency matrix used to identify consensus ste11 binding sites

	**Base position**									
	
**Base**	**1**	**2**	**3**	**4**	**5**	**6**	**7**	**8**	**9**	**10**
**A**	2	0	0	0	0	0	0	0	0	0
**C**	2	0	1	17	0	0	0	0	0	0
**G**	0	0	0	0	0	0	0	17	0	0
**T**	13	17	16	0	17	17	17	0	17	17

How the deposited data were processed for this re-analysis (not part of the article)

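The series holds 8 2-colour cDNA microarrays of S. pombe, 1 for each comparison. P cells (h+ cyr1) were treated with M-factor and M cells (h- cyr1 sxa2) with P-factor, and RNA of 2, 4 and 6 h was compared with RNA of 0 h of the same culture. A further pair of arrays compared M with P cells, untreated and after 6 h. Conditions were taken from the sample labels and the paper. The authors scanned the arrays, quantified the spots with Imagene 4.2 and normalised them by lowess in GeneSpring.

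The authors deposited, after this lowess step, log2 values of the ratio of channel 1 to channel 2 for the M-factor 2 h and 4 h arrays. For the M-factor 6 h array, the 3 P-factor arrays and the arrays of M over P cells the authors deposited natural log values of the same ratio. The bases were not stated in the sources used here and were found by recomputing the mean fold changes of the paper's Additional file 1, of which 155 of 163 entries were matched. The base of the 6 h array of M over P cells could not be set against a table and was taken as natural log, from the format of its values and because cwp1 and SPAC11H11.03c, past 2-fold in the paper, are so here in natural log and not in log2; this is likely but not settled. The deposited values hold no intensities, so the signal over background is unknown and the number of arrays limits the precision. The lowest value, a ratio of 0.01, is a floor, which 72 spots of the P-factor 4 h array and 2 of the M-factor 6 h array reached.

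Of 11520 spots, 9522 had 1 gene symbol, 134 had several and 1864 had none; only spots with 1 symbol were named. Symbols were updated by gene number for 9474 spots, by synonym for 44 and kept as given for 4. Spots of a gene were averaged on the log2 scale, 2 spots for 4743 genes and 4 for 9. A gene had a value on 4632, 4646 and 4658 occasions at 2, 4 and 6 h of M-factor, and on 4129, 4513 and 4599 occasions with P-factor. The array medians over genes lay between -0.03 and 0.04. The correlation of single arrays across genes was 0.71 to 0.77 within the M-factor course, 0.79 to 0.91 within the P-factor course and 0.52 to 0.73 between the courses.

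Induced and repressed genes were counted by the 2-fold rule of the paper's results, at least 2-fold at each of the 3 time points. The paper's methods also name replicates, mean fold changes, a t-test and the SD as criteria, which are not part of this rule. Means over time points were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 1 mean per pheromone and 1 shared estimate of the spread, on the 4094 genes with all 6 values, and adjusted by Benjamini-Hochberg at 0.05. Each standard error is that of the fit and is the same for both pheromones; time points stood in for replicates, and nothing in the labels gives separate cultures for them. Gene lists written by hand from textbook knowledge and the paper were tested with camera (preset correlation 0.01, and with an estimated correlation), adjusted over the lists. Overlaps were tested with Fisher's exact test. The arrays of M over P cells had no replicate and no test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

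The calculations were tested on simulated data for M-factor against untreated cells with 4094 genes. Of 100 genes changed 2-fold limma recovered 94, and of 100 changed 4-fold all 100, with 9 false calls, while the 2-fold rule recovered 14 and 100 with 1 false call. Camera called the 1 shifted list and 0 of 20 unshifted lists. The simulated genes varied independently of one another and shared no error of a 0 h reference. The simulation therefore cannot show how many false calls to expect in the real data, where genes of a list can be correlated.

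The labels give both courses the same time points, and the deviations of same-time arrays from their group means correlated across genes with r of 0.35 at 2 h, 0.105 at 4 h and 0.349 at 6 h, against at most 0.037 for arrays of different times, so the time point pairs the arrays.

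Genes were named by a rule set before the data were examined, as were the gene lists, the tests and most of the other settings tried. The rule takes genes that the paper names, the 10 largest changes up and down with each pheromone by the 2-fold rule, the 10 largest ratios each way on the arrays of M over P cells, and up to 4 members of each list with the largest means; the paper's tables had been read by then. Named after their values were seen were SPAC22A12.17c, SPAC513.04, atf21, cdc10, cdc18, dlc1, dli1, gap1, his2, kms1, mei3, mmi1, myo51, myo52, pat1, put2, rad52, rec15, ste6 and tht1, and in the closing section SPCC306.11, ltc2, nop4, SPAC869.09, SPBPJ4664.02, SPBP8B7.31 and SPBC215.06c. Alternatives changed the centring, the scale, the rule, the threshold, the handling of spots and missing values, the fit, the test and the arrays used, and, added after the data were seen, the log bases and the floor. Upstream Ste11 sites were not analysed here, since no genome sequence was used, nor were the RT-PCR results.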

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

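The correlation, slope and shares of signs that compare the time courses with the arrays of M over P cells, and both tests on map3 in the last part, were chosen after the results were seen.

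Genes whose response differed between the pheromones by the test of the difference itself, and which the paper does not discuss as such, were led by csr103, with P-factor minus M-factor at -4.07 on the log2 scale, rsm1 at -2.76, the putative transporter gene SPBC1289.14 at -2.50 and mug37 at -2.23, all lower with P-factor. Higher with P-factor were ltc2 at 2.19, SPBP8B7.31 at 1.95, nop4 at 1.91 and SPBC215.06c at 1.88. The last 3 fell with M-factor (means of -2.30 for SPBP8B7.31, -2.12 for nop4 and -1.75 for SPBC215.06c) and had -0.35, -0.21 and 0.13 with P-factor, where none passed the test. In all, limma called 190 genes (1092 at an unadjusted p of 0.05), a count that was 295 without M-factor 2 h, 47 without M-factor 4 h and 19, 13 and 16 without P-factor 2, 4 and 6 h. The 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05; the real split (1 of the 10) gave 190 and the highest of the others 0. Of the others, 3 part all 3 pairs of same-time arrays as the real split does, and gave 0 with the time point as a block too, where the real split gave 273; the remaining 6 part only 1 pair.

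On the array of M over P cells after 6 h, genes that the paper does not list as cell-type specific stood past 2-fold. Higher in P cells were csr103 with -3.07, adh4 with -1.97, mug37 with -1.83, vps5 with -1.74 and SPBC25B2.08 with -1.14. Higher in M cells were cbm1 with 1.79, wwm2 with 1.60, isp4 with 1.50, ght1 with 1.50, mok13 with 1.35 and git3 with 1.05. Before pheromone adh4, vps5 and ght1 already differed past 2-fold, with -2.21, -1.71 and 2.37, as did wwm2 with 2.14, git3 with 1.83, mok13 with 1.15 and csr103 with -1.03.

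Spots with no gene symbol lay below the named genes on all 6 time course arrays, with median log2 ratios of -0.91, -1.12 and -1.32 after 2, 4 and 6 h of P-factor and of -0.61, -0.15 and -0.18 after M-factor; on the arrays of M over P cells the medians were 0.07 untreated and 0.01 after 6 h.

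Differences between the responses were weighed against the direct arrays. Of the 190 genes, 138 (72.6%) had the same sign in the change of M over P cells from 0 to 6 h, against 56.1% of the 3904 genes not called, but the median size was 0.16 there against 1.15 in the time courses, and 14 reached 2-fold with the same sign. Across genes the direct change followed the difference of the time courses at 6 h with r = 0.298, below the 0.5 set for measurement error of single arrays, which may therefore account for part of the calls. The untreated array is natural log (slope 0.999 against the paper's ratios), but a log10 base of the 6 h array alone cannot be told apart from a compressed scale or noise: among genes at least 8-fold apart at 4 h its slope on the untreated array plus the difference of the time courses was 0.353 (95% bootstrap interval 0.161 to 0.493, 23 genes, r = 0.808), where log10 would give 0.434. A real difference between the mating types stays open, and so does an effect of the single cultures, whose 6 h RNA both kinds of array shared; of the 14 genes, 6 of Table 2, csr103 and mug37 were past 2-fold at 6 h, while SPBC1289.14, SPAC4H3.08, SPAPB1A11.03, SPAC22A12.17c, SPAC869.09 and SPBPJ4664.02 were past it on the untreated array alone.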

How the results depend on the processing

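The log bases and the spots at the floor taken as missing were added as alternatives after the data were seen; all other settings were planned. Over the 314 results for named genes, 3540 of 3766 comparisons kept direction and side of the threshold, 177 lost the call, 48 gained it, 1 moved (SPBC3B8.06 with P-factor) and 0 turned round. The time point as replicate block was fitted for the difference between the pheromones only and gave 273 calls against 190, with 85 gained and 2 lost. Of the differences reported here for single genes it changed the call of apc2 and no other, and of the camera tests reported for the difference it changed none. Counts of differing genes moved by less than 1.5 times, from 4 to 5 in the G1/S list, from 31 to 39 among genes induced by M-factor alone and from 6 to 8 among those induced by both. Among the other genes named, acs1, hmg1, spk1 and sti1 came to differ past the test, and of the lists not reported for the difference, the iron genes did (camera, adjusted p = 0.0467 against 0.11). For hmg1 the arrays of M over P cells did not show the difference, with 0.22 untreated and 0.22 after 6 h. Signal over background is unknown, which limits what can be said of weak spots, and upstream Ste11 sites were not run.

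The order below is induced by M-factor, by P-factor, repressed by M-factor, by P-factor, induced by either, by both, and repressed by both (196, 133, 120, 96, 244, 85 and 34 as reported). A geometric mean of at least 2 gave 345, 214, 369, 197, 408, 151 and 112, a 1.5-fold rule 494, 333, 410, 351, 625, 202 and 157, and a 3-fold rule 82, 61, 21, 13, 103, 40 and 2. With every spot past the rule, 121 were induced by M-factor, 51 and 60 repressed by M-factor and P-factor, and 13 by both. Read as log2 throughout, 72 were induced by P-factor, 63 and 21 repressed by M-factor and P-factor, 161 induced by either, 52 by both, and 11 repressed by both; read as natural log throughout, 194 were repressed by M-factor. Leaving out 1 array gave 192 to 214 repressed by M-factor and 101 to 186 by P-factor. The cause was not tested.

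Limma called 421, 208 and 10 genes (M-factor, P-factor and their difference) past 1.5-fold; the methods' t-test at a p of at most 0.01 gave 362 and 494, and after Benjamini-Hochberg 4 and 6. With natural logs throughout, 689 genes were called with P-factor and 72 for the difference. Leaving out 1 array gave 547 to 998 with P-factor for its own arrays, 1665 at most for any array, and 13 to 295 for the difference. Of 24 calls of gene lists with M-factor and P-factor, 0 held with an estimated correlation, and 0 of 7 for the difference did. The cause was not tested.

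The correlation of the responses, 0.454, was 0.422 as Spearman's rho, 0.732 over all genes, 0.368 over the genes of Additional file 1 and 0.409 to 0.491 without 1 array. The share induced at 2 h was 83.6% and 80.3% (M-factor and P-factor) at 1.5-fold, 81.0% and 90.7% for genes 3-fold up at 6 h, and 53.0% with P-factor when selected at 4 h. On the 6 h array of M over P cells 33 genes were higher in M and 16 in P cells at 1.5-fold, 7 in M cells at 3-fold, and 62 and 28 read as log10. Untreated, 94 and 23 were at 1.5-fold and 13 and 3 at 3-fold. The SD of the loop of 4 arrays, 0.585, was 0.523 as a median absolute deviation and 0.667 with both arrays of M over P cells read as log10, of which the untreated one is settled as natural log; with the 6 h array alone as log10 it was 0.625. The cause was not tested.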

Differences from the paper's values

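No test was chosen for the values of this part after they were seen; 1 log base alternative named below was.

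With M-factor the paper's count of induced genes is 120 and the count here is 196. The paper's methods name further criteria besides 2-fold (replicates, mean fold changes, a t-test and the SD), so the counts may rest on unlike criteria. Of the alternatives set before the data were examined, scaling to a common spread (157), a 3-fold rule (82) and every spot past the rule (121) fall within 1.5 times of the paper's count. Median centring (187), the geometric mean (345), a 1.5-fold rule (494), the methods' t-test added to the rule (189), at least 2 arrays with a value (197) and leaving out 2, 4 or 6 h (267, 241 and 262) do not. For P-factor and for either pheromone the paper's counts, 93 and 163, lie within 1.5 times of 133 and 244, and with every spot past the rule they are 103 and 166.

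Genes repressed by both pheromones are 92 in the paper and 34 here. The geometric mean, with 112, falls within 1.5 times of the paper's count. The other alternatives set before the data were examined do not, with 31 and 38 after centring and scaling, 157 and 2 at 1.5-fold and 3-fold, 24 with the methods' t-test, 36 with at least 2 arrays, 13 with every spot, and 34 to 50 without 1 array.

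M-specific genes on the 6 h array are 8 in the paper and 13 here, P-specific genes 4 in the paper and 8 here; the paper's 8 include mat1-Mc and its 4 include SPAC3F10.09, which were not analysed here, so the counts cover unlike sets of genes. For M cells the 3-fold rule (7) and the added condition of 2-fold on the indirect estimate (9) fall within 1.5 times, and the 1.5-fold rule (33) and centring (13) do not. For P cells none of the alternatives set before the data were examined does, with 16 at 1.5-fold, 7 at 3-fold, 8 after centring and 7 with the indirect estimate. Read as log2, an alternative chosen after seeing the values, the array gave 9 and 7, and the paper's cwp1 and SPAC11H11.03c then fall below 2-fold.

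The paper states that map3 was selectively induced by M-factor in its arrays. It also shows real-time PCR of map3 and strand-specific RT-PCR of the map3 strand, which were not analysed here. In the M-factor time course its mean log2 ratio was -0.35 here, while the 6 h array of M over P cells gave -3.53, higher in P cells as the paper has it. For map4 the paper's results name real-time PCR on nitrogen-starved cyr1+ cells, unlike the method and samples here, and say that the arrays did not find it. A note to its Table 2, however, credits the array time course with the cell-type specificity of map4. Here the mean of map4 was 1.00 with M-factor and 0.86 with P-factor. The difference of -0.14 did not pass the test (adjusted p = 0.767 from limma), so the time course did not show it. Its ratio of M over P cells at 6 h was 0.06.

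Of 82 mean fold changes in the paper's Table 1, 77 lie within 1.5 times of the values here (78 with an arithmetic mean), and 0 differ beyond the larger error. This closeness is not independent evidence, since the arrays are the same and the log bases were found from the paper's fold changes. The error could also be very large, as for dni2 with P-factor, 1037 in the paper with an error of 2418.28, against 105.81 here. The column of Additional file 1 headed as P over M cells holds M over P cells by the labels used here, with the paper's 4.4545 for mam1 against 4.423.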

Other observations

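The rule for a late response, the tests of map3 and the share of induced genes among neighbours were chosen after the results were seen.

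Some transcripts of cell separation were low only at the later times. The glucanase gene eng1, which acts in cell separation, had log2 ratios of -0.44, -4.38 and -4.28 after 2, 4 and 6 h of M-factor and of -0.26, -2.48 and -2.88 after P-factor. The transcript of adg1 had -0.64, -5.48 and -6.64 (the last at the floor) and -0.73, -2.90 and -3.53, and that of cfh4 had -0.31, -3.87 and -3.99, and -0.25, -2.29 and -2.58. With M-factor 10 of 4094 genes were within 0.75 of 0 at 2 h and at least 4-fold lower at 4 and 6 h, and 9 of these (90.0%) were at least 2-fold lower at 4 and 6 h of P-factor, against 178 (4.3%) of all genes; by the same rule upward there were 2 such genes with M-factor, of which 0 followed with P-factor, against 188 (4.6%) of all genes. Late with both were adg1, cfh4, eng1 and SPCC306.11; slp1, which lies beside eng1, had -0.01, -2.83 and -2.69 with M-factor. The list of mitosis, septation and cell separation held 21 genes, of which 3 rose and 5 fell with M-factor and 1 rose and 2 fell with P-factor (2 and 5, and 1 and 1, adjusted over the list alone; camera, adjusted p = 0.214 and 0.257, and adjusted p = 0.43 and 0.488 with an estimated correlation).

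Of 99 cytosolic ribosomal proteins 35 fell and 8 rose with M-factor and 28 fell and 6 rose with P-factor (33 and 8, and 26 and 6, adjusted over the list alone; camera, adjusted p = 9.25e-06 and 0.0172, and adjusted p = 0.43 and 0.664 with an estimated correlation). Among them rps902 had means of -1.46 and -1.24 (standard error 0.18), while rps21 rose with M-factor, with 2.88 (standard error 0.58). Of 17 genes of ribosome biogenesis 11 fell and 1 rose with M-factor and 7 fell with P-factor (12 and 1, and 7, adjusted over the list alone; camera, adjusted p = 0.00016 and 0.00505, and adjusted p = 0.316 and 0.486 with an estimated correlation); the fibrillarin gene fib1 had -1.72 and -1.14 (standard error 0.19). Of 8 core histone genes 5 fell with M-factor and 4 with P-factor, with the same counts adjusted over the list alone (camera, adjusted p = 0.0606 and 0.0707, and adjusted p = 0.383 and 0.486 with an estimated correlation); hhf1 had -0.80 and -1.39 (standard error 0.18). Of 10 genes of the replicative helicase 2 rose with M-factor and 0 with P-factor (1 and 0 adjusted over the list alone; camera, adjusted p = 0.597 and 0.83, and adjusted p = 0.625 and 0.872 with an estimated correlation), and mcm2 had 0.75 and 0.41, the first past the test.

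Of 5 Tf2 retrotransposon genes 3 rose with M-factor and 4 with P-factor, with the same counts adjusted over the list alone (camera, adjusted p = 0.0764 and 0.00417, and adjusted p = 0.383 and 0.232 with an estimated correlation); these near-identical copies can share probes. Of 11 wtf genes 3 rose and 2 fell with M-factor and 2 rose and 1 fell with P-factor, the same adjusted over the list alone (camera, adjusted p = 0.828 and 0.899, and adjusted p = 0.863 and 0.901 with an estimated correlation), and wtf25 rose by 2.93 and 2.85 (standard error 0.44). Of 19 core stress genes 7 rose and 2 fell with M-factor and 3 rose and 5 fell with P-factor, the same adjusted over the list alone (camera, adjusted p = 0.389 and 0.275, and adjusted p = 0.501 and 0.488 with an estimated correlation); cta3 had -1.29 with both. Of 11 glycolytic genes 2 rose and 1 fell with M-factor and 2 rose and 3 fell with P-factor, the same adjusted over the list alone (camera, adjusted p = 0.861 and 0.83, and adjusted p = 0.863 and 0.836 with an estimated correlation), pyk1 falling with both (-1.36 and -1.84, standard error 0.23). Of 10 iron genes 2 rose and 2 fell with M-factor and 1 rose and 4 fell with P-factor, the same adjusted over the list alone (camera, adjusted p = 0.823 and 0.267, and adjusted p = 0.863 and 0.637 with an estimated correlation), fio1 falling with both (-0.73 and -0.84, standard error 0.16). Of 6 cytoskeletal reference genes 4 rose with M-factor, and 1 rose and 1 fell with P-factor (4, and 3 and 1, adjusted over the list alone; camera, adjusted p = 0.0619 and 0.257, and adjusted p = 0.383 and 0.535 with an estimated correlation); cdc8 had 1.26 and 0.77 (standard error 0.23).

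Chromosomal neighbours of genes induced by M-factor were themselves induced in 30 of 341 cases (8.8%), against 4.2% of all genes, and those of genes induced by P-factor in 20 of 212 (9.4%), against 3.2%; these differences were not tested, and the median log2 ratio of the neighbours, 0.108 and 0.015, lay at percentiles 99.31 and 73.81 of random sets. A promoter shared by divergent neighbours, and opposite-strand transcripts at convergent ones, which double-stranded probes would read, cannot be told apart from no effect: with M-factor the median differed from that of the other neighbours by -0.145 (95% interval -0.289 to 0.145, 1-sided permutation p = 0.825) and 0.078 (-0.18 to 0.31, p = 0.3128), and with P-factor by 0.068 (-0.243 to 0.261) and -0.083 (-0.346 to 0.156). The bound of 0.2 set in advance for excluding either was wrong, since the M-factor neighbours' median exceeded that of all genes (-0.009) by less than that. For carry-over between adjacent spots, spots with consecutive numbers were taken as printed next to each other, since no print layout was used. The median of 317 genes numbered next to induced ones was 0.137, at percentile 99.87 of random sets, so carry-over may add to small ratios. Only 4.1% of these genes were induced. If the numbers follow the printing, this argues against carry-over as the source of the 8.8%. Tandem neighbours, on the same strand, were induced in 19 of 160 cases (11.9%) with M-factor and 11 of 98 (11.2%) with P-factor. For convergent neighbours the shares were 9.0% and 6.8%, and for divergent ones 5.8% and 5.1%. These shares were not compared by a test. Shared regulation of neighbours stays open as an untested hypothesis.

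The M-factor receptor gene map3 lay near 0 in the M-factor time course. A probe that does not carry map3 is argued against by the ratio of M over P cells at 6 h, -3.53. Full expression in P cells before pheromone is argued against by the change of that ratio, -2.31 from 0 to 6 h. Both values rest on single arrays read as natural log. At 6 h the time courses gave -0.09 with M-factor and -0.03 with P-factor, which do not hold a change of that size. Both kinds of array shared the 6 h RNA, so if they shared the 0 h RNA too, their measurements of map3 conflict. Which array is off cannot be told, so the arguments above hold only if the arrays of M over P cells are right. No biological explanation was tested.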
